# Disruption of the N^α^-Acetyltransferase NatB Causes Sensitivity to Reductive Stress in *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2021.799954

**Published:** 2022-01-03

**Authors:** Monika Huber, Laura Armbruster, Ross D. Etherington, Carolina De La Torre, Malcolm J. Hawkesford, Carsten Sticht, Daniel J. Gibbs, Rüdiger Hell, Markus Wirtz

**Keywords:** N-terminal acetylation, co-translational modification, N-acetyltransferase NatB, ER-associated degradation, DOA10, proteostasis, reductive stress, N-degron

## Abstract

In *Arabidopsis thaliana,* the evolutionary conserved N-terminal acetyltransferase (Nat) complexes NatA and NatB co-translationally acetylate 60% of the proteome. Both have recently been implicated in the regulation of plant stress responses. While NatA mediates drought tolerance, NatB is required for pathogen resistance and the adaptation to high salinity and high osmolarity. Salt and osmotic stress impair protein folding and result in the accumulation of misfolded proteins in the endoplasmic reticulum (ER). The ER-membrane resident E3 ubiquitin ligase DOA10 targets misfolded proteins for degradation during ER stress and is conserved among eukaryotes. In yeast, DOA10 recognizes conditional degradation signals (Ac/N-degrons) created by NatA and NatB. Assuming that this mechanism is preserved in plants, the lack of Ac/N-degrons required for efficient removal of misfolded proteins might explain the sensitivity of NatB mutants to protein harming conditions. In this study, we investigate the response of NatB mutants to dithiothreitol (DTT) and tunicamycin (TM)-induced ER stress. We report that NatB mutants are hypersensitive to DTT but not TM, suggesting that the DTT hypersensitivity is caused by an over-reduction of the cytosol rather than an accumulation of unfolded proteins in the ER. In line with this hypothesis, the cytosol of NatB depleted plants is constitutively over-reduced and a global transcriptome analysis reveals that their reductive stress response is permanently activated. Moreover, we demonstrate that *doa10* mutants are susceptible to neither DTT nor TM, ruling out a substantial role of DOA10 in ER-associated protein degradation (ERAD) in plants. Contrary to previous findings in yeast, our data indicate that N-terminal acetylation (NTA) does not inhibit ER targeting of a substantial amount of proteins in plants. In summary, we provide further evidence that NatB-mediated imprinting of the proteome is vital for the response to protein harming stress and rule out DOA10 as the sole recognin for substrates in the plant ERAD pathway, leaving the role of DOA10 in plants ambiguous.

## Introduction

As sessile organisms, plants must continuously adapt to an ever-changing environment. One of the most rapid and efficient adaptive responses is the stress-induced activation of protein modification systems. These protein modifiers attach ubiquitin, phosphate, methyl groups, or many others and thereby adjust key protein characteristics, such as turnover, activity, or localization, within the cell (Kim et al., 2016). In the last decade, N^α^-terminal acetylation (NTA) has emerged as important mediator of protein fate. The transfer of an acetyl moiety from acetyl-CoA to the N-terminus of a protein is conserved throughout all domains of life and has the potential to alter protein-protein interactions, as well as the subcellular localization, folding, aggregation, and degradation of proteins (Aksnes et al., 2016). In eukaryotes, NTA ranges among the most abundant protein modifications, affecting 60% of the yeast proteome as well as 80–90% of soluble proteins in humans and plants (Arnesen et al., 2009; Bienvenut et al., 2012). NTA occurs co- and posttranslationally and is catalyzed by a set of specialized N-terminal acetyltransferases (Nats). Since the composition and substrate specificity of the five co-translationally acting Nats (NatA-E) in the cytosol is largely conserved among higher eukaryotes, it was long assumed that Nat diversification had not occurred in eukaryotic organisms (Rathore et al., 2016). The identification of a highly diversified posttranslational N^α^-acetyltransferase (Nat) machinery in plants has called this dogma into question (Giglione and Meinnel, 2021). Recent studies characterized a family of plant-specific posttranslationally acting Nats with dual-lysine acetyltransferase and N^α^-terminal acetyltransferase activity in the chloroplasts of the model plant *Arabidopsis thaliana* (Dinh et al., 2015; Koskela et al., 2018; Bienvenut et al., 2020). At least one of these plastidic Nats is required for the dynamic reorganization of thylakoid protein complexes during light stress-induced state transitions (Koskela et al., 2018). The diversification of the posttranslational plant Nat machinery during the evolution of eukaryotes is further evidenced by the diverging localization and concomitant function of the acetyltransferase NatF in humans and plants. While human NatF localizes to the Golgi membrane and is required to maintain Golgi integrity (Aksnes et al., 2015), plant NatF is plasma membrane resident and mediates the response to protein harming conditions like high salinity (Linster et al., 2020).

The majority (>70%) of eukaryotic proteins, however, is co-translationally acetylated by the evolutionary conserved ribosome-associated NatA-E complexes as soon as the nascent polypeptides emerge from the ribosome exit tunnel. In consequence, NTA has long been considered a static nonregulated protein modification. In Arabidopsis, the dominant Nat complexes NatA and NatB acetylate approximately 50 and 25% of soluble cytosolic proteins, respectively, (Linster and Wirtz, 2018). Whereas NatA targets N-termini which have undergone removal of the initiator methionine (iMet) by methionine aminopeptidases and hence start with A, S, T, C, V, and G (Linster et al., 2015), NatB acts on the iMet of N-termini starting with MD, ME, MN, and MQ (Huber et al., 2020). NatA and NatB have recently been implicated in the dynamic regulation of plant stress responses, challenging the view of NTA as static protein modification in plants (Linster et al., 2015; Xu et al., 2015; Huber et al., 2020). While a complete knockout of the NatA catalytic subunit NAA10 or the ribosome-anchoring subunit NAA15 is embryo lethal, a knockdown of any of the two subunits results in reduced plant growth as well as drought tolerance in *Arabidopsis thaliana*. This drought tolerance is only observed in NatA, but not NatB mutants, demonstrating a specific function of NatA-mediated proteome imprinting during drought stress. In line with these findings, the drought stress-induced phytohormone abscisic acid (ABA) regulates NatA abundance and in consequence the NTA status of plant proteins, providing the first evidence of hormonal control of NTA (Linster et al., 2015). This dynamic control of NTA might constitute an adaptation to the sessile lifestyle of plants that forces them to cope with highly variable and intense environmental stresses (Linster and Wirtz, 2018).

Like NatA, the NatB complex mediates plant development and a variety of stress responses. Depletion of the catalytic (NAA20) or the ribosome-anchoring subunit (NAA25) of the NatB complex leads to defects in embryo development and a substantial growth retardation (Ferrández-Ayela et al., 2013; Huber et al., 2020). NatB-dependent NTA was reported to stabilize individual stress-related proteins in plants. Those include the transcriptional regulator Sigma Factor Binding Protein 1 (SIB1) and various amincyclopropane-1-carboxylate oxidases (ACOs). While SIB1 is involved in the response to the defense hormone salicylic acid (Li et al., 2020), ACOs catalyze the biosynthesis of the phytohormone ethylene (Liu et al., 2021). Moreover, NatA and NatB antagonistically regulate the half-life of the Nod-like immune receptor Suppressor of NPR1 Constitutive 1 (SNC1). While NatA targets the dominant MMD-SNC1 variant and destabilizes the immune receptor upon acetylation, NatB-mediated acetylation has a stabilizing effect on the alternatively translated MD-SNC1 variant. By mediating the turnover of SNC1, NatA and NatB contribute to the control of the defense response against the parasitic oomycete *Hyaloperonospora arabidopsidis* Noco2 (Xu et al., 2015).

In addition to stabilizing specific stress-related proteins, NatB is involved in the adaptation to protein harming conditions like high salt and osmotic stress (Huber et al., 2020). High salinity and osmolarity impair the proper folding of proteins in the cytosol and the endoplasmic reticulum (ER). The accumulation of misfolded proteins in the ER is referred to as ER stress and triggers the unfolded protein response (UPR) which is highly conserved among eukaryotes (Liu et al., 2007b; Liu and Howell, 2010; Liu et al., 2011). Upon induction of the UPR, the expression of chaperones is stimulated and the translation of secretory and transmembrane proteins is attenuated to lighten the load of toxic misfolded proteins in the ER (Liu et al., 2007a; Che et al., 2010; Deng et al., 2011; Nagashima et al., 2011). Furthermore, misfolded proteins which cannot be rescued by chaperones are eliminated by the ER-associated protein degradation (ERAD) machinery (Strasser, 2018). The E3-ubiquitin ligase complexes HRD1 and DOA10 recognize ERAD substrates and ubiquitinate these misfolded proteins after their translocation into the cytosol to target them for degradation via the ubiquitin-proteasome system (UPS) in yeast and animals (Bays et al., 2001; Swanson et al., 2001).

So far, the mechanism by which NatB impacts the response to protein harming stress in plants is unknown. In yeast, two alternative hypotheses regarding the role of NatB in the degradation of unfolded proteins are controversially discussed. On the one hand, NatA and NatB create conditional degradation signals termed Ac/N-degrons. These acetylation marks are masked by correct folding of the Nat substrates. Only in unfolded proteins, these degrons become accessible and specifically recognized by the ER-associated E3-ubiquitin ligase DOA10, which targets proteins for degradation via the proteasome (Hwang et al., 2010; Shemorry et al., 2013). On the other hand, NatB-mediated NTA stabilizes various proteins of the ERAD machinery, including the HRD1 component DERLIN1 and the proteasome subunits RPT3, RPN11, and PRE1/β4. By stabilizing these ERAD effectors, NatB indirectly promotes the degradation of UPR targets (Zattas et al., 2013). Both hypotheses imply that a lack of NatB-mediated NTA leads to the accumulation of toxic, misfolded proteins in yeast, either because they are not recognized by the ERAD system (Hwang et al., 2010) or because the ERAD effectors themselves are unstable (Zattas et al., 2013). Since the ER-associated E3-ligases DOA10 and HRD1 are conserved in plants (Doblas et al., 2013; Chen et al., 2016), both findings suggest that plant NatB might be involved in stress-induced ERAD.

In this study, the effect of NatB-mediated NTA on ER stress induced by either dithiothreitol (DTT) or tunicamycin (TM) was investigated (Martínez and Chrispeels, 2003; Kamauchi et al., 2005). While DTT unbalances the redox environment in the ER and thereby prevents the formation of protein stabilizing disulfide bonds (Jämsä et al., 1994; Kamauchi et al., 2005), TM inhibits N-linked glycosylation, which is required for proper glycoprotein folding (Iwata and Koizumi, 2005). We found that NatB depleted plants were hypersensitive to DTT but not TM. This excludes a substantial contribution of NatB to the ER stress response and suggests that NatB mutants are susceptible to perturbations of the redox environment rather than the accumulation of unfolded proteins in the ER. Indeed, global transcriptome analyses revealed that DTT-responsive transcripts were induced in NatB mutants already under non-stressed conditions. In agreement with this finding, NatB mutants displayed lower reactive oxygen species (ROS) levels than wildtype plants. This pre-reduction of the cytosol might aggravate reductive stress upon DTT treatment. Furthermore, we demonstrate that *doa10* mutants were susceptible to neither DTT nor TM, ruling out an exclusive role of DOA10 in the plant ERAD. In summary, we provide further evidence that NatB-mediated imprinting of the proteome is vital for plants to respond to protein harming stress and exclude a role of DOA10 as the sole N-recognin for Ac/N-degron-containing NatB substrates in the plant ERAD pathway.

## Materials and Methods

### Plant Material and Growth Conditions

#### Growth on Soil

All work was performed with *Arabidopsis thaliana* ecotype Columbia-0 (Col-0). The T-DNA insertion lines *naa20* (SALK_027687), *naa25* (GK 819A05), *sdf2* (SALK_141321), and *doa10* (GK_588_A06.01) originate from the SALK and GABI-KAT collections (Alonso et al., 2003; Rosso et al., 2003). The NatA artificial microRNA (amiRNA) knockdown lines *amiNAA10* and *amiNAA15* were created by Linster et al. (2015). All experiments except the DTT and tunicamycin treatments (described below) were conducted with plants grown on soil (one half soil and one half substrate 2 from Klasmann-Deilmann, Germany) under short-day conditions (8.5 h light, 100 μE light photon flux density, 24°C/18°C day/night temperatures, and 50% humidity).

#### Growth on Sterile Medium

For growth on sterile medium, seeds were surface with 70% (v/v) ethanol (5 min) and 6% (v/v) NaClO (2 min) followed by three washing steps with sterile water. After 2 days of stratification at 4°C, the seeds were germinated under short-day conditions on solid 1x Murashige & Skoog (MS) medium (4 g/l MS-salts (Duchefa, Netherlands), 1% (w/v) sucrose, 0.4 g/l MES, and 0.7% (w/v) micro agar, pH 5.9).

### ER Stress Treatment

For long-term ER stress treatment, seeds were germinated under short-day conditions on solid 1×MS medium supplemented with 2–2.5 mM DTT or solid ½ MS medium supplemented with 50–100 ng/ml tunicamycin. To account for the delayed germination of *naa20* and *naa25*, seeds of these genotypes were pre-incubated for 24 h on control medium and subsequently transferred to fresh control or treatment plates.

To assess the effect of short-term reductive stress, seedlings were grown for 10 days on solid 1×MS medium. Afterward, they were transferred to liquid 1×MS medium (4 g/l MS-salts (Duchefa, Netherlands), 1% (w/v) sucrose, and 0.4 g/l MES, pH 5.9) supplemented with 10 mM DTT and incubated for 5 h. For the short-term tunicamycin treatment, six-day-old seedlings grown on solid ½ MS medium were transferred to liquid ½ MS medium containing 5 μg/ml tunicamycin or an equivalent volume of DMSO (control) and incubated for 5 h.

### Quantification of Chlorophyll Content

For the quantification of chlorophyll, 30 mg of mortared leaf material was mixed with 500 μl 95% ethanol, vortexed, and extracted at 70°C for 5 min. After centrifugation for 5 min, the supernatant was transferred to a new reaction tube and the extraction step was repeated. After combining both supernatants, the concentration of chlorophyll A (c_chla_) and chlorophyll B (c_chlb_) was determined photometrically at 664 nm (A_664_) and 649 nm (A_649_). To ensure correct measurement, the extracts were diluted with 95% ethanol to OD values between 0.2 and 0.9. The concentration of chlorophylls and carotenoids was calculated according to the following formulae (Lichtenthaler and Buschmann, 2001):

$$c_{\mathrm{chla}}\left(\mu g\;\;{\mathrm{ml}}^{-1}\right)=13,36\cdot A_{664}-5,19\cdot A_{649}$$

$$c_{\mathrm{chlb}}\left(\mu g\;\;{\mathrm{ml}}^{-1}\right)=27,43\cdot A_{649}-8,12\cdot A_{664}$$

### PCR

PCR for identification of T-DNA insertion lines was performed with the Taq-DNA Polymerase (New England Biolabs, M0267L). Genotyping of T-DNA insertion lines *naa20*, *naa25,* and *doa10* was conducted with specific primer combinations for the wildtype (NAA20_LP, NAA20_RP, NAA25_LP, NAA25_RP, DOA10_LP, and DOA10_RP) and mutant allele (SALK_BP and GK_BP). For cloning, DNA was amplified with the high-fidelity DNA polymerase Phusion (New England Biolabs, M0530L). All enzymes were used according to the supplier’s instructions manual. The corresponding primer sequences are listed in the Supplementary Table S6.

### Reverse Transcription Quantitative PCR (qRT-PCR)

To analyze *bZIP60* and *DOA10* transcript levels, total RNA was extracted from seedlings using the RNeasy Plant Kit (Qiagen, Germany). Subsequently, total RNA was transcribed into complementary DNA (cDNA) with the RevertAid H Minus First Strand cDNA Synthesis Kit using oligo(dT) primers (Thermo Scientific). All reactions were conducted according to the supplier’s protocol. The cDNA was analyzed by qPCR with the qPCRBIO SyGreen Mix Lo-ROX (PCR Biosystems) and PP2A (AT1G69960, Czechowski et al., 2005) as reference gene. The primer sequences for specific amplification of genes are listed in Supplementary Table S6. Data were analyzed via Rotor-Gene Q Series Software (v2.0.2).

### Determination of the Global Transcriptome

The peqGOLD Total RNA Kit (Peqlab) was used to extract RNA from 17-day-old wildtype and *naa20* seedlings grown on 1×MS medium with or without 2 mM DTT under short-day conditions. A global transcriptome analysis was performed using the GeneChip Arabidopsis Gene 1.0 ST Arrays from Affymetrix (High Wycombe, United Kingdom) as described in Linster et al. (2015). The arrays were annotated with a Custom CDF Version 16 with TAIR-based gene definitions. Quantile normalization and RMA background correction were applied to normalize the raw fluorescence intensity values. Differentially expressed genes were identified with the commercial software package SAS JMP10 Genomics, version 6, from SAS (SAS Institute, Cary, NC, United States). The applied false discovery rate correction allowed for a false-positive rate of alpha = 0.05 as the level of significance. Transcripts differentially regulated (>2-fold up- or downregulated, *p* < 0.05) in *naa20* and wildtype in response to DTT were functionally annotated. Overrepresented biological processes were identified based on the DAVID Bioinformatics Resources 6.8 gene ontology analysis (Huang et al., 2009). For this purpose, only processes with a gene count of ≥5 and a value of *p* < 0.05 were taken into account.

### Determination of ROS Levels

Reactive oxygen species levels were quantified in intact roots according to a modified version of the stomata-specific protocol by Pei et al. (2000). Six-week-old seedlings grown on ½ MS medium supplemented with 0.8% agarose under short-day conditions were shaken for 1 h in ½ MS liquid medium (pH 6.1) at 80 rpm. Subsequently, 5 mM H_2_DCFDA (2′,7′-dichlorodihydrofluorescein diacetate) was added to the medium and incubation was continued for 30 min. The roots were washed four times for 5 min in ½ MS medium. Then, the ROS levels were quantified using a confocal laser scanning microscope (Nikon C2, excitation: 488 nm, emission 525 nm). The fluorescence intensity was quantified using the software Fiji.

### Elemental Analysis of Rosette Leaves

The elemental analysis was carried out in cooperation with the Rothamsted Research Centre (UK). For this purpose, rosette leaves were dried for 4 days at 80°C and then ground to a fine powder. The mortars and pestles used were incubated overnight in 0.1 M HCl solution and then washed with ddH_2_O. Subsequently, 10 mg of material was transferred to glass vessels. Samples were incubated for at least 2 h at RT in 5 ml of an 85:15 (v/v) mixture of nitric acid (Primar, Aristar s.g = 1.42, 70%) and perchloric acid (Aristar/Primar, 70%). Subsequently, the sample was digested in a heating block (Carbolite, London, England) for 3 h at 60°C, 1 h at 100°C, 1 h at 120°C, and 1.5 h at 175°C. The ramping was 1°C/min for the first and last and 2°C/min for the second and third steps. Subsequently, 2 ml of a 25% (v/v) nitric acid (Primar, Aristar s.g = 1.42, 70%) was added to the mixture and heated at 80°C for 30 min. The extract was then diluted with ddH_2_O to a final volume of 10 ml and heated once more at 80°C for 30 min. Finally, the samples were cooled down to room temperature, the volume was refilled to 10 ml if necessary and analyzed by ICP-AES (Applied Research Laboratories, Vallaire, Ecublens, Switzerland).

### Basic Statistical Analysis

Statistical analysis of the data presented in Figures 1B,C, 2B, 3B,C, 4B,C,E was conducted using SigmaPlot 12.0. Means from different sets of data were analyzed for statistically significant differences with the Holm-Sidak One-Way ANOVA test or the student’s *t*-test. Significant differences (*p* < 0.05) are indicated with different letters.

**Figure 1:**
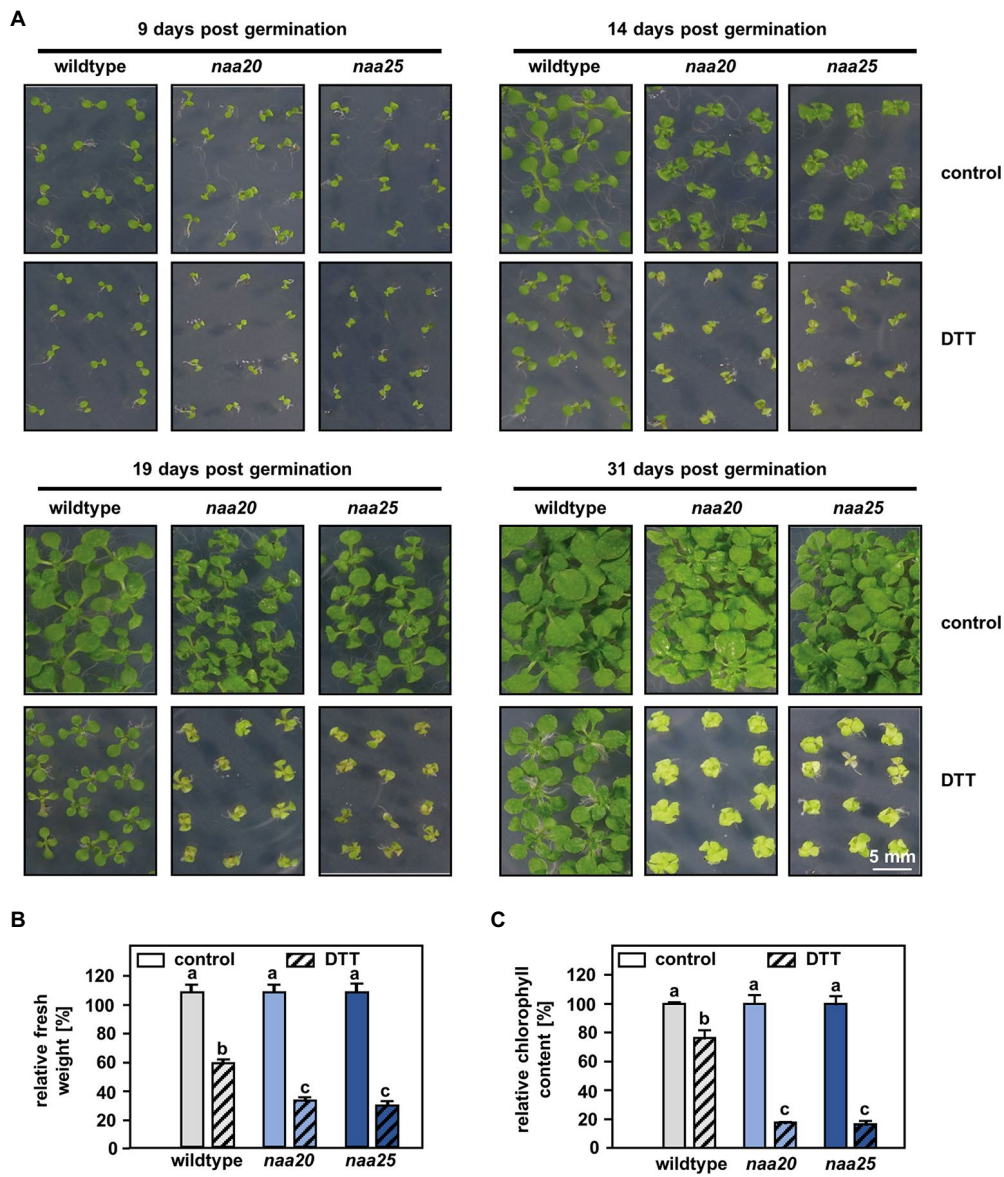
NatB mutants are sensitive to reductive stress. **(A)** Seeds of NatB mutants and wildtype plants were surface sterilized, stratified, and germinated on 1×MS medium. After 3 days of growth under short-day conditions, the seedlings were transferred to 1×MS plates (control) or 1xMS plates supplemented with 2 mM DTT (DTT). Pictures show the growth of seedlings at different time points post-germination (scale bar = 4 mm). The relative fresh weight **(B)** and relative chlorophyll content **(C)** of the plants were determined 31 days post-germination. Data given as means ± SE. Different letters indicate individual groups identified by pairwise multiple comparisons with a Holm-Sidak, One-way ANOVA (*p* < 0.05, n = 4, 1n = 5 seedlings).

**Figure 2:**
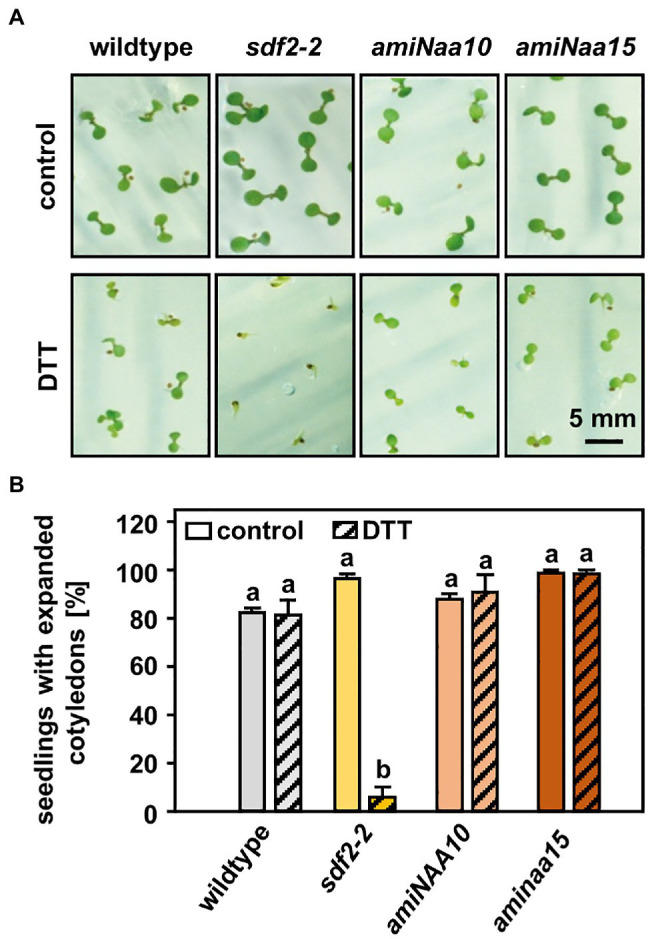
NatA mutants do not display an increased sensitivity to reductive stress. **(A)** Seeds of NatA mutants, the ER stress-sensitive positive control *sdf2-2* (*Arabidopsis stromal-derived factor 2*), and wildtype plants were surface sterilized, stratified, and germinated on 1×MS medium (control) or 1×MS medium supplemented with 2.5 mM DTT. Seedling was grown under short-day conditions as described in material and methods. Images were taken 10 days after stratification (scale bar = 5 mm). **(B)** Quantification of seedlings with expanded cotyledons. Data given as means ± SE. Different letters indicate individual groups identified by pairwise multiple comparisons with a Holm-Sidak, One-way ANOVA (*p* < 0.05, *n* = 3, 1n ≥ 20 seedlings).

**Figure 3:**
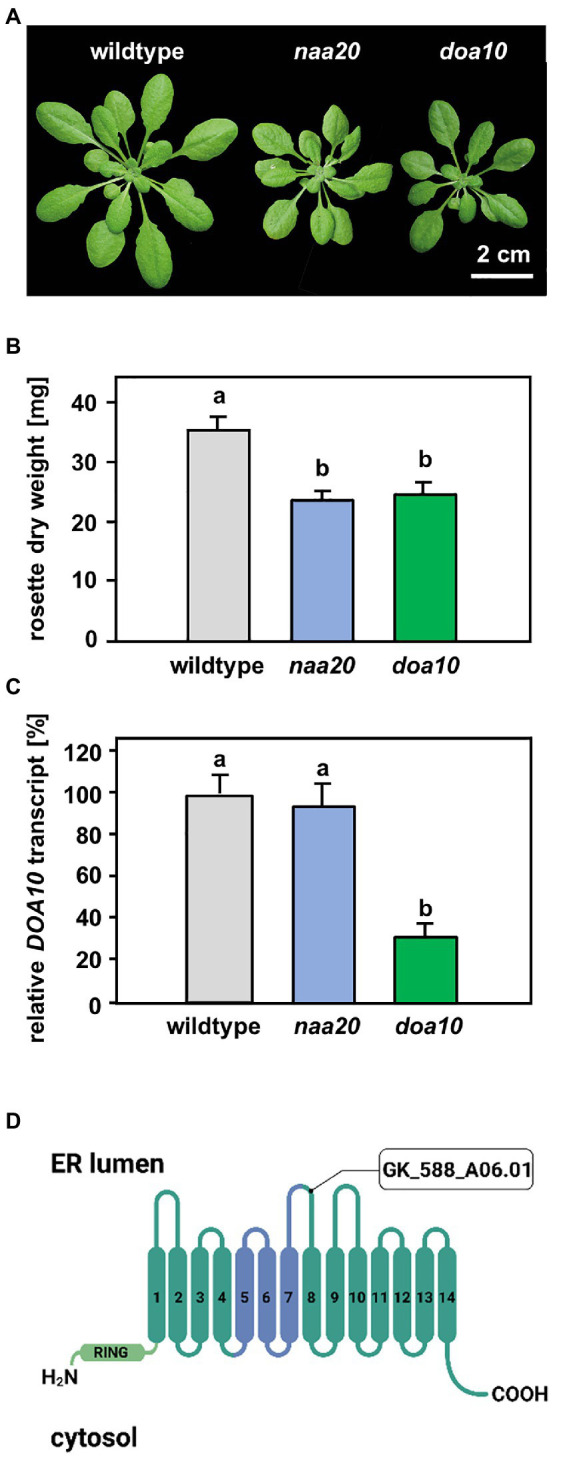
Comparison of *naa20* and *doa10* under optimal growth conditions. **(A)** Growth phenotype of representative wildtype, *naa20* and *doa10* plants after 6 weeks of growth on soil under short-day conditions (scale bar = 2 cm). **(B)** Rosette dry weight of six-week-old soil-grown wildtype, *naa20* and *doa10* plants. **(C)** Relative *DOA10* transcript level in ten-day-old seedlings (*n* = 3, 1n = 15 seedlings). The forward and reverse primer bound to the seventh and eight exons of the DOA10 transcript, respectively. **(D)** The tDNA insertion in GK_588_A06.01 disrupts the eighth of 14 transmembrane domains in the DOA10A protein. The conserved 130-residue domain present in all DOA10 orthologs (Swanson et al., 2001) is shown in blue, whereas the RING domain is represented in light green.

**Figure 4:**
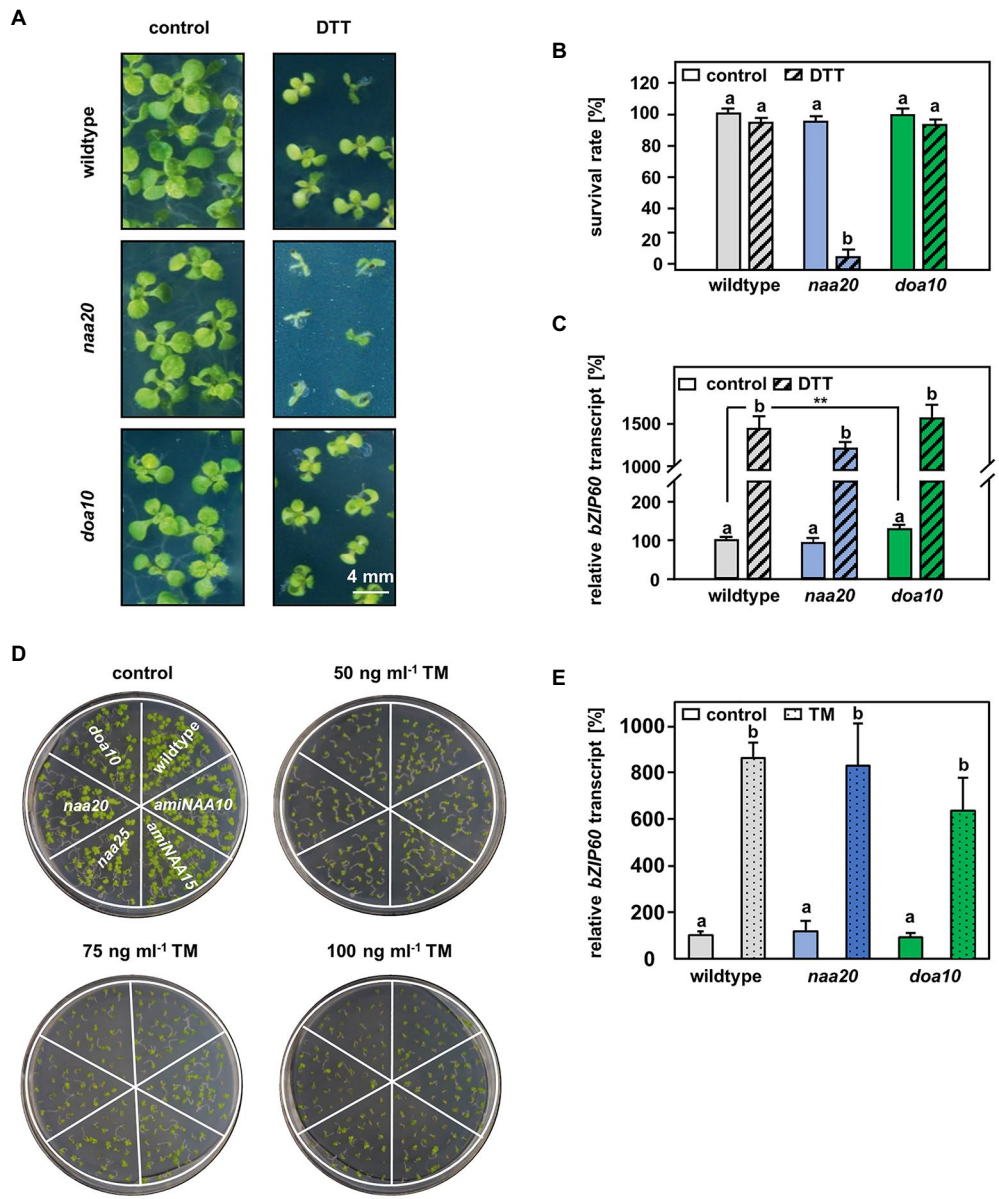
The connection between DOA10 and NAA20 mediated N-terminal acetylation. **(A)** Representative depiction of the seedlings after 3 weeks of growth on 1 x MS medium with and without 2.5 mM DTT (*n* = 3, 1n ≥29 seeds) (scale bar = 4 mm). **(B)** Quantification of living seedlings as shown in A. **(C)** Relative *bZIP60* transcript level in ten-day-old seedlings after 5 h of incubation in liquid 1 x MS medium (control) supplemented with 10 mM DTT (DTT). **(D)** Representative depiction of the seedlings after 10 days of growth on 1/2 x MS medium supplemented with 0, 50, 75, or 100 ng/ml tunicamycin (TM). **(E)** Relative *bZIP60* transcript level determined in six-day-old seedlings after 5 h of incubation in liquid ½ MS medium containing 5 μg/ml tunicamycin or and equivalent volume of DMSO (control). Data given as means ± SE. Different letters indicate individual groups identified by pairwise multiple comparisons with a Holm-Sidak, One-way ANOVA (*p* < 0.05).

## Results

### Bioinformatical Analysis of Putative NatB Substrates and Their Subcellular Localization

Depletion of NatB results in enhanced sensitivity to protein harming conditions like high salt and osmolality (Huber et al., 2020). This finding prompted us to investigate the role of NatB in the response to ER stress. The ER is a major site for protein maturation. In the ER lumen, secretory and transmembrane proteins undergo posttranslational modifications, folding, and oligomerization until they acquire their mature form (Howell, 2013; Strasser, 2018). To estimate the number of NatB substrates maturing in the ER, we merged data retrieved from the eukaryotic subcellular localization database (eSLDB^1^) and the N-ter database.^2^ The eSLDB harbors information about 2,637 proteoforms with experimentally verified localizations. Of those, 1,079 (40.9%) localize to the ER, the secretory pathway, or the plasma membrane. Based on their N-terminal sequence, 638 (59.1%) of those proteoforms are putative NatA and 245 (22.7%) are putative NatB substrates (Supplementary Table S1). The N-ter database provides information about 2,206 proteoforms with experimentally verified acetylated N-termini (≥10% acetylation frequency). Of the 1,079 proteoforms localizing to the ER, the secretory pathway, or the plasma membrane according to eSLDB, 105 (9.7%) are annotated as experimentally verified Nat substrates in the N-ter database. Of those, 59 (56.2%) are putative NatA and 40 (38.1%) are predicted NatB substrates (Supplementary Table S1). Four of those putative NatB substrates (AT3G12800.1, AT2G13360.1, AT3G45780.1, and AT4G23400.1) have previously been identified as NatB substrates in Huber et al. (2020). In conclusion, a substantial number of putative NatB substrates localize to the ER or pass through the ER on their way to the plasma membrane or the extracellular matrix. This finding motivated us to analyze the performance of NatB mutants under DTT-induced ER stress.

### NatB but Not NatA Depletion Results in Hypersensitivity to DDT

For this purpose, seedlings of wildtype plants and the tDNA insertion lines *naa20* (SALK_027687) and *naa25* (GK-819A05) affected in the catalytic (NAA20, AT1G03150) or the auxiliary subunit (NAA25, AT5G58450) of the NatB complex (Ferrández-Ayela et al., 2013; Huber et al., 2020) were investigated. After 3 days of growth under short-day conditions, the seedlings were transferred to 1×MS plates (control) or 1×MS plates supplemented with 2 mM DTT. By 9 days post-germination, all three genotypes displayed visible growth reductions upon DTT treatment in comparison with the respective control groups (Figure 1A). The first differences between NatB mutants and wildtype plants became apparent 14 days post-germination when DTT-treated *naa20* and *naa25* showed signs of chlorosis. This effect further increased over the duration of the treatment (Figure 1A). While the DTT treatment resulted in an approximately 50% reduction in biomass (Figure 1B) and a 20% drop in chlorophyll content in wildtype plants (Figure 1C), NatB mutants suffered from a 70% reduction in biomass and an 80% decrease in chlorophyll content. To determine whether this enhanced sensitivity to DTT was exclusive to NatB mutants or merely a pleiotropic effect of impaired NTA at the ribosome, the NatA depleted lines *amiNAA10* and *amiNAA15* (Linster et al., 2015) were subjected to DTT stress (Figure 2A). The ER stress-sensitive mutant *sdf2-2* (Schott et al., 2010) was included as a positive control for the stress treatment. Ten days after germination on 2.5 mM DTT, the NatA mutants were affected in their development and morphology to a comparable extent as wildtype plants. While more than 90% of the *sdf2-2* mutants died during germination, wildtype and NatA mutants were still able to form cotyledons upon DTT exposure (Figure 2B). Taken together, these findings indicate that NatB, but not NatA, has a specific function in the response to DTT-induced protein harming stress.

### The E3 Ligase DOA10 Is Not Involved in the Adaptation to DTT-Induced Stress

A possible explanation for the increased sensitivity of NatB mutants toward protein harming stresses is the lack of unshielded Ac/N-degrons that allow for efficient degradation of misfolded NatB substrates via the UPS. In yeast, NatB-imprinted Ac/N-degrons are recognized by the ubiquitin E3 ligase DOA10 (Hwang et al., 2010). DOA10 predominantly targets proteins embedded in the ER- or nuclear membrane, but also soluble proteins of the cyto- and nucleoplasm (Ravid et al., 2006). Since DOA10 (AT4G34100) is conserved in Arabidopsis (Lü et al., 2012; Zhao et al., 2014), we compared *naa20* and *doa10* under non-stressed conditions and analyzed the interplay of NatB and DOA10 during ER stress in plants. Under non-stressed conditions, NatB mutants and *doa10* (GK_588_A06.01) plants displayed decreased rosette growth (Figure 3A) corresponding to a loss of 30% dry weight in comparison with wildtype plants (Figure 3B). The *doa10* mutant is a loss-of-function mutant since no full length mRNA can be amplified (Lü et al., 2012). However, the disruption of the *DOA10* gene in the fifth exon resulted in a 70% knockdown of a partial *DOA10* transcript. In the *naa20* background, relative *DOA10* transcript levels remained unaffected (Figures 3C,D). To investigate the role of DOA10 under DTT-induced ER stress, seeds of wildtype, *naa20* and *doa10* lines were grown for 3 weeks on 1×MS medium supplemented with 2.5 mM DTT (Figure 4A). All three genotypes suffered from a significant stress-induced growth inhibition. However, the seedlings of the wildtype and *doa10* survived this stress, suggesting that DOA10 has no substantial function in the plant ERAD pathway. In contrast, 90% of *naa20* died upon DTT treatment (Figure 4B). Based on these findings, we conclude that NatB has a specific function during the DTT-induced stress that is independent of DOA10.

### ER Stress Sensing Is Still Functional in NatB Depleted Mutants

To determine whether ER stress sensing was still intact in *naa20* and *doa10*, ten-day-old seedlings were treated with 10 mM DTT in 1×MS liquid medium for 5 h and the expression levels of the established ER stress-induced transcription factor basic leucine zipper 60 (bZIP60) were determined by qRT-PCR (Wang et al., 2012). Under control conditions, no significant differences between *bZIP60* levels in wildtype and *naa20* were detectable (Figure 4C), suggesting that the depletion of NatB does not result in a constitutive induction of the ER stress response. In agreement with previous reports, *doa10* mutants showed a 1.2-fold increased *bZIP60* baseline transcript level in comparison with wildtype plants (Lü et al., 2012). Upon treatment with DTT, all three genotypes displayed a more than 10-fold upregulation of the *bZIP60* transcript, indicating proper perception of ER stress.

### NatB Mutants Are Hypersensitive to a Perturbed Redox Homeostasis Rather Than ER Stress

In order to confirm that *naa20,* but not *doa10,* mutants are indeed sensitive to ER stress, tunicamycin (TM) was used as an alternative ER stress-inducing agent. TM inhibits N-linked glycosylation, which is required for proper glycoprotein folding (Iwata and Koizumi, 2005). Remarkably, *naa20* mutants were not hypersensitive to TM when grown on ½×MS medium supplemented with 50, 75, or 100 ng/ml of TM. Even though all three concentrations of the ER stress-inducing agent impaired growth of the tested genotypes, the TM-induced growth inhibition was comparable between wildtype, *naa20*, *doa10,* and the NatA mutants *amiNAA10* and *amiNAA15* (Figure 4D). The quantification of the relative *bZIP60* transcript levels in wildtype, *naa20* and *doa10* revealed that the three genotypes responded to TM exposure with an upregulated transcription of bZIP60 (Figure 4E). Taken together, those findings strongly suggest that DOA10 does not act as an N-recognin for Ac/N-degron containing NatB substrates in the plant ERAD pathway, or that only a few ER-resident NatB substrates possess an Ac/N-degron. Moreover, the experiments demonstrate that both, DTT and TM, induce ER stress in *naa20*, but only the reductive agent DTT elicits a hypersensitivity response. These results suggest that DTT-treated NatB mutants are rather hypersensitive to the perturbed cytosolic redox environment than the accumulation of unfolded proteins in the ER.

### NatB Mutants Respond Strongly to Reductive Stress on the Transcriptional Level

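RNA of wildtype and *naa20* seedlings, a mutant in the catalytic subunit of NatB, was hybridized to Affymetrix Arabidopsis Gene 1.0 ST arrays after growth under short-day conditions with 2 mM DTT. The 6 arrays used here are 3 of *naa20* and 3 of wildtype, all from DTT-treated seedlings. The arrays of seedlings grown without DTT were not analysed here, so each value compares *naa20* with wildtype on DTT and none gives the effect of DTT within a genotype. The sample labels describe whole seedlings of 17 days, moved to DTT medium at day 2 and harvested in 3 pools of at least 10 seedlings per genotype. The legend of Supplemental Figure 2 instead describes RNA of 4 individual plants per condition, of which 3 were chosen for the arrays. The methods on long-term treatments have seeds germinated on DTT medium, except those of *naa20* and *naa25*, which were first kept on control medium and then transferred, so the start of DTT could differ between the genotypes. Which of these descriptions holds for each array is not known. The authors deposited log2 signals after RMA background correction and quantile normalization, with 1 value per gene from a custom chip definition based on TAIR genes. The table holds 27827 probe sets, while the paper's text counts 1 transcript fewer. The number of arrays limits the precision of every value. Genes were compared by limma's moderated test on the log2 values, with Benjamini-Hochberg adjustment over all probe sets. A gene counted as different at an adjusted p under 0.05 and at least a 2-fold difference. The paper's text gives the same limits and names a false discovery rate correction. Its Supplementary Table S2 may hold unadjusted p values. For *NAA20* the authors' test gives p = 5.34e-05 there, against 5.19e-05 unadjusted and 0.000689 adjusted from limma. For *FRO2* the table gives 2.64e-08, against 1.76e-08 unadjusted and 1.96e-05 adjusted from limma. The *NAA20* transcript (AT1G03150) had a log2 signal of 7.32 ± 0.30 (SD, n = 3 arrays) in *naa20* and 8.69 ± 0.13 (SD, n = 3) in wildtype, a log2 difference of -1.38 (standard error 0.16, adjusted p = 0.000689 from limma). Each *naa20* array lay below each wildtype array, which in an exact two-sided permutation test gives p = 0.1, the smallest value that 3 arrays against 3 allow. The transcript of *NAA25* (AT5G58450), the auxiliary subunit, had a log2 difference of -0.13 (adjusted p = 0.345 from limma).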

The underlying mechanisms of the *naa20* hypersensitivity to reductive stress were investigated by performing a global transcriptome analysis on 17-day-old *naa20* and wildtype seedlings grown on 1×MS medium supplemented with 2 mM DTT (Supplementary Table S2, GEO identifiers GSE186324 (Reviewer Token: mxgpigeuhpoxror) and the super-series GSE186325 including GSE186324 and GSE132978). In wildtype, the expression of 745 of 27,826 analyzed transcripts was significantly (≥2-fold, *p* < 0.05) affected upon DTT treatment. Of those 745 transcripts, 332 were downregulated and 413 were upregulated (Figure 5A). 

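On DTT, 2760 of the 27827 probe sets (9.92%) differed between *naa20* and wildtype, 1378 with higher and 1382 with lower signal in *naa20*. At least a 4-fold difference was found for 638 of the probe sets, of which 412 were higher in *naa20*. The 3 arrays of one genotype all lay above the 3 of the other for 13225 probe sets (47.5%), where chance gives 10%. The criterion that changed the count most was the fold threshold, since 9447 probe sets had an adjusted p under 0.05 in limma with any fold difference. Leaving out each array in turn gave between 2586 and 2897 probe sets. The highest positive log2 difference was that of *AIG1* (AT1G33960), with 6.65 (standard error 0.66, adjusted p = 0.000355 from limma), next to AT1G65500 with 6.20, *PR1* (AT2G14610), *SAG13* (AT2G29350) with 6.04 and AT5G24200 with 5.92. The wildtype signals of *AIG1* spread widely (4.47 ± 1.52, SD, n = 3), with 6.22 on the third array and 3.57 and 3.62 on the others. With single arrays left out *AIG1* stays first and the order of the other 4 genes changes. The lowest differences were those of the extensin genes *EXT13* (AT5G35190), with -6.63 (standard error 0.35, adjusted p = 3.7e-05 from limma), and *EXT10* (AT5G06640) with -6.40, next to *FRO2* (AT1G01580), AT4G08400 with -5.78 and *RHS19* (AT5G67400) with -5.70. The *naa20* signals of *EXT10* also spread widely (4.30 ± 1.42, SD, n = 3), and its difference lay between -6.97 and -5.60 with each array left out in turn, so the order among the lowest genes is not fixed either. Extensin genes resemble each other in sequence, so their probes could share signal between members of the family. Genes with a role in root endodermis, suberin, stele and transport were lower in *naa20* as well (median log2 difference -1.09 over 22 genes, 21 of them lower). The paper's own comparisons could be read only for the first 767 loci of Supplementary Table S2. In these the paper's values pass its thresholds (2-fold, and a p under 0.05 as the table gives it) for 14 loci by DTT in wildtype and 92 by DTT in *naa20*, for 4 between the genotypes without DTT and for 70 between the genotypes on DTT.

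**Figure D1:**
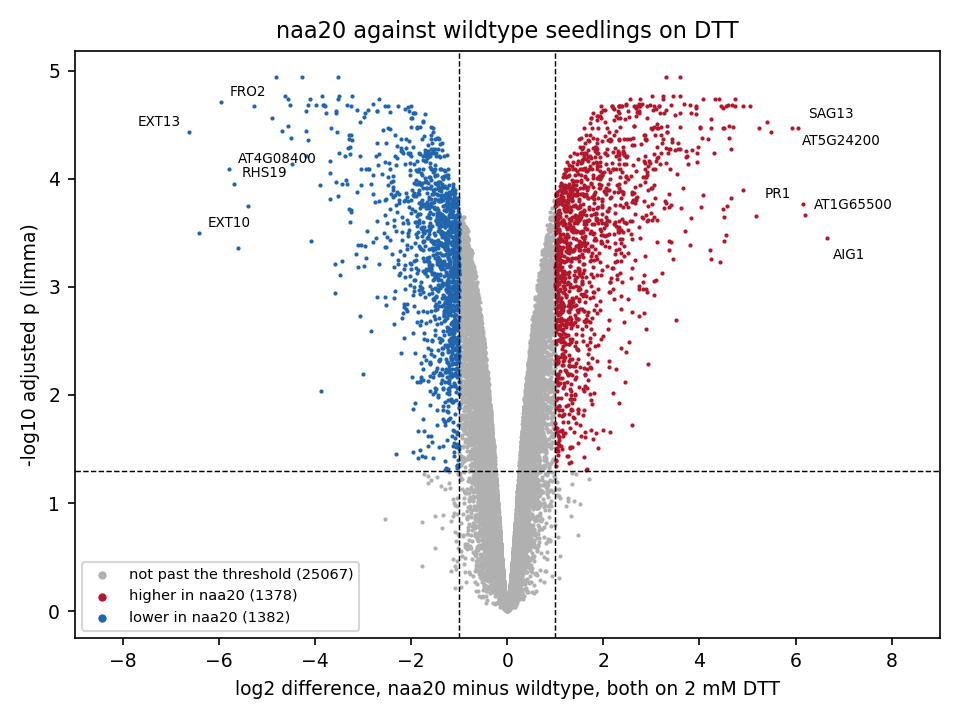
Log2 difference between *naa20* and wildtype on DTT (x axis) against the negative log10 of limma's adjusted p (y axis), with 1 point per probe set and dashed lines at the thresholds. The 1378 probe sets higher in *naa20* are red and the 1382 lower ones blue, and the 5 genes with the largest difference in each direction are named.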

Remarkably, the impact of DTT on transcription was more pronounced in *naa20* mutants, where 3,757 transcripts (1,878 up- and 1,879 downregulated) were differentially regulated (Figure 5B). An overlap of 516 transcripts which were regulated in both genotypes in response to DTT was identified (69% of regulated transcripts in wildtype / 14% of regulated transcripts in *naa20,* Figure 5C). Of those, only 49 were antagonistically regulated between the two genotypes (7% of regulated transcripts in wildtype/1% of regulated transcripts in *naa20,* Figures 5D–F). Of the 3,241 protein-coding transcripts which were specifically regulated in NatB in response to DTT, 739 (23%) encoded for putative NatB substrates. This compares well with the complete plant proteome which encompasses 25% predicted NatB substrates (Linster and Wirtz, 2018) and shows that the transcription of NatB substrates is not disproportionally affected by DTT treatment in NatB mutants.

**Figure 5:**
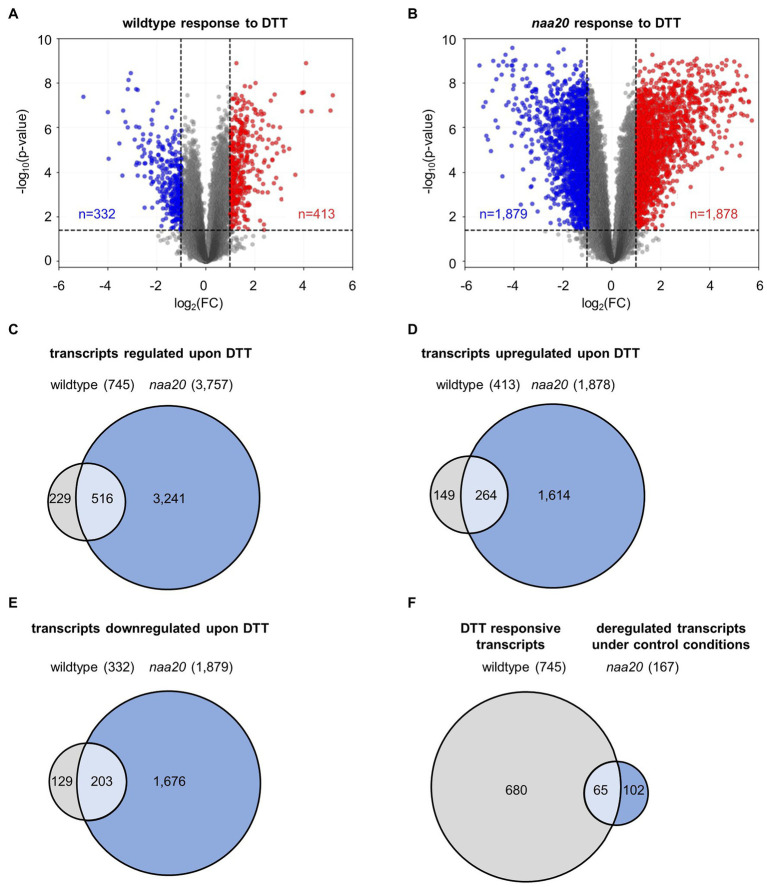
DTT-induced changes in the wildtype and *naa20* transcriptome. Total RNA was extracted from 17-day-old *naa20* and wildtype seedlings grown on 1 x MS medium with or without 2 mM DTT under short-day conditions (*n* = 3). The transcriptome was analyzed with an Affymetrix GeneChip (*n* = 27,826). **(A,B)** Volcano plot analyses of **(A)** wildtype and **(B)** *naa20* transcriptomes indicate the significantly upregulated (red) or downregulated transcripts (blue) upon DTT treatment (>2-fold; *p* < 0.05, indicated by dashed lines). **(C)** Venn diagram displaying the co-regulated transcripts in wildtype and *naa20* upon DTT treatment. **(D,E)** Overlap between co-induced **(D)** or co-repressed **(E)** transcripts in wildtype and *naa20*. **(F)** Venn diagram showing overlap of DTT-responsive transcripts in wildtype and constitutively deregulated transcripts in *naa20* under control conditions. The reductive stress response is constitutively active in NatB mutants. Of 167 transcripts which are deregulated in *naa20* under standard growth conditions, 65 (39%) are responsive to DTT.

The wildtype and *naa20* responses to reductive stress were dissected by a gene ontology (GO) enrichment analysis for significantly regulated genes (≥2-fold, *p* < 0.05) upon DTT treatment using the DAVID Bioinformatic Resources tool v. 6.8 (Figure 6,^3^ Supplementary Table S3). The 412 DTT-induced transcripts in wildtype were significantly enriched in 26 distinct biological processes (≥1.5-fold, involving at least five regulated genes, *p* < 0.05). Of those 26 processes, 20 (77%) were also upregulated by DTT treatment in *naa20* (Figure 6A). Similarly, the 332 transcripts found to be downregulated upon DTT exposure in WT were enriched in 15 biological processes of which 6 (40%) were downregulated in *naa20* as well (Figure 6B). Taken together those findings demonstrate that a substantial proportion of the reductive stress response was conserved between wildtype and *naa20*. This conserved response encompassed the induction of the non-enzymatic antioxidant machinery (e.g., flavonoid biosynthesis and glucuronidation) as well as further measures to maintain the cellular redox homeostasis (e.g., upregulation of glutathione metabolism and the response to hydrogen peroxide and hypoxia). In addition, DTT exposure triggered the response to several stress-related phytohormones (e.g., ABA, jasmonic acid, and salicylic acid) in both wildtype and *naa20*. 

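For processes named in the study, lists of genes were compared between *naa20* and wildtype on DTT by limma's camera, which asks whether the genes of a list differ more in one direction than the other genes do. Its preset correlation between genes is 0.01, and p was adjusted by Benjamini-Hochberg over 20 lists, of which 14 had an adjusted p under 0.05. All 14 also had one under fry, another test of limma, and 0 of the 14 did when camera estimated the correlation from the 6 arrays, where the adjusted p of the 14 lists lay between 0.105 and 0.347 and 6 had an unadjusted p under 0.05. The 10 genes of flavonoid biosynthesis had a median log2 difference of 0.46 (adjusted p = 0.415 from limma's camera), with 7 genes higher and 3 lower in *naa20*. They ranged from -0.61 in *FLS1* (AT5G08640) to 1.19 in *PAP1* (AT1G56650), the only member with an adjusted p under 0.05, both over all genes and adjusted over the list alone. Without the first or the second wildtype array *PAP1* had an adjusted p of 0.0551 or 0.0505 from limma, and with the replicate number as a block *FLS1* had one of 0.04. Flavonoid genes lay above their group mean on the third array of each genotype, by a median of 0.67 in *naa20* and 1.02 in wildtype, and without the third wildtype array the list had an adjusted p of 0.0254 from limma's camera. The 40 tau and phi glutathione S-transferases had a median of 0.64 (adjusted p = 0.000615 from limma's camera). Of these, 26 were higher and 14 lower in *naa20*, 16 at least 2-fold higher and 2 at least 2-fold lower, and 29 had an adjusted p under 0.05 both over all genes and adjusted over the list alone. The extremes were *GSTF14* with -4.49 and *GSTU11* with 4.06, and the close sequences within this family leave the values of single members uncertain. The 9 hypoxia genes had a median of 0.48 (adjusted p = 0.00969 from limma's camera), from -0.56 in *SUS4* to 2.35 in *ADH1*. In this list 4 genes had an adjusted p under 0.05 over all genes and 5 adjusted over the list alone. Without the third *naa20* array *SUS4* had an adjusted p of 0.0435 from limma, and adjusted p of the hypoxia list was 0.114 from limma's camera.

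**Figure D2:**
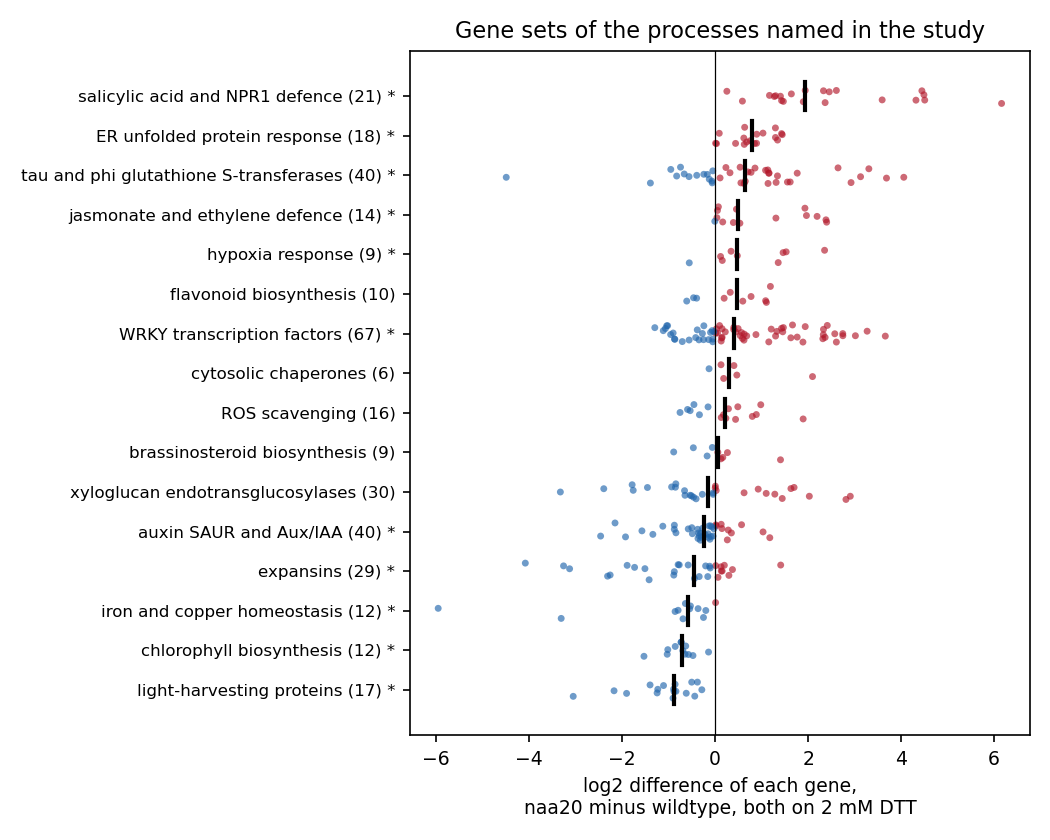
Log2 difference of single genes between *naa20* and wildtype on DTT (x axis) in 16 lists of genes (y axis, number of genes in brackets), with red points for higher and blue points for lower signal in *naa20*. Black bars are the medians, from -0.89 to 1.94, and stars mark lists with an adjusted p under 0.05 in limma's camera.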

For all three hormones, a direct involvement in the regulation of proteotoxic stress has already been demonstrated (Wang and Auwerx, 2017; Poór et al., 2019). 

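Auxin-responsive genes of the SAUR and Aux/IAA families had a median log2 difference of -0.24 between *naa20* and wildtype on DTT (40 genes, adjusted p = 0.00985 from limma's camera with Benjamini-Hochberg adjustment). Of these genes 30 were lower and 10 higher in *naa20*. At least a 2-fold difference was found for 6 lower and 2 higher genes, and 15 had an adjusted p under 0.05 over all genes and 16 adjusted over the list alone. The lowest difference was that of *SAUR68* with -2.46 and the highest that of *SAUR36* with 1.18.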

Among the commonly downregulated processes, proteolysis involved in cellular protein catabolism as well as the response to the growth hormone auxin stood out. Auxins play an essential role in the coordination of plant growth and development. Altered redox conditions are known to perturb auxin signaling which in turn results in developmental defects (Bashandy et al., 2010).

**Figure 6:**
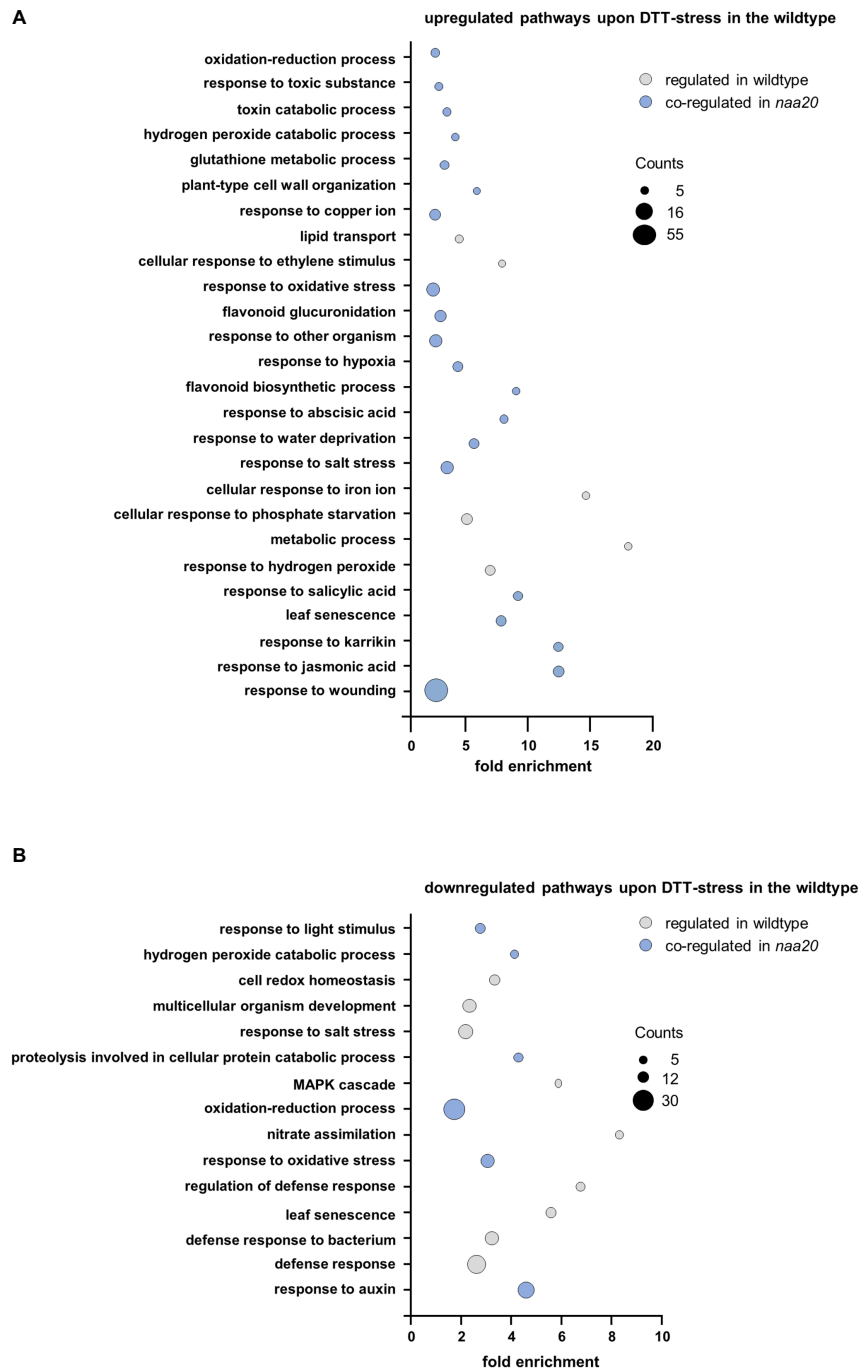
Gene ontology enrichment analysis of DTT-induced changes in the wildtype transcriptome. Total RNA was extracted from 17-day-old *naa20* and wildtype seedlings grown on 1 x MS medium with or without 2 mM DTT under short-day conditions (*n* = 3). The transcripts were analyzed *via* an Affymetrix GeneChip. Differentially regulated transcripts (>2-fold up- or downregulated compared to wildtype) were subjected to a gene ontology enrichment analysis performed with the DAVID Bioinformatics Resources tool v.6.8 (https://david.ncifcrf.gov/tools.jsp). Among the differentially regulated transcripts, genes involved in the depicted pathways were significantly (>2-fold, *p* < 0.05) enriched. The size of the bubbles corresponds to the number of regulated transcripts involved in the depicted pathways. The color code indicates pathways that were regulated in the same direction by DTT treatment in the wildtype and the *naa20* mutation (blue) or not co-regulated (gray). **(A)** Downregulated transcripts in wildtype upon DTT treatment. **(B)** Upregulated transcripts in wildtype upon DTT treatment.

Apart from those commonly regulated processes, the specific response of the wildtype to DTT included the upregulation of the responses to copper and iron. 

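On DTT, 11 of 12 genes of iron and copper homeostasis had lower signals in *naa20* than in wildtype, with a median log2 difference of -0.59 (adjusted p = 0.00235 from limma's camera with Benjamini-Hochberg adjustment). An adjusted p under 0.05 was reached by 5 of them, over all genes as well as adjusted over the list alone. The ferric reductase gene *FRO2* had a log2 signal of 4.98 ± 0.38 (SD, n = 3) in *naa20* and 10.93 ± 0.29 (SD, n = 3) in wildtype, a log2 difference of -5.95 (standard error 0.22, adjusted p = 1.96e-05 from limma). The iron transporter gene *IRT1*, singled out after its value was seen, differed by -3.31 (adjusted p = 5.24e-05 from limma), and *OPT3* was at the other end of the list with 0.01, which changed sign with single arrays left out. The *naa20* signal of *IRT1* was near the lower end of the arrays (2.31 ± 0.41, SD, n = 3). The size of the *IRT1* difference is therefore less certain than its direction. *FRO2* and *IRT1* both serve iron uptake by roots, and genes listed for other root tissues were lower in *naa20* too. Both iron genes lay below the lowest of those genes, *PER64* with -2.44, while root hair genes reached -4.08 in *EXPA18*. These values therefore do not show that a smaller share of root tissue is the reason. For *FRO2*, the paper's reported fold changes in Supplementary Table S2 are 1.27 for DTT against control in wildtype, 0.0282 for DTT against control in *naa20* and 0.0161 for *naa20* against wildtype on DTT. The authors' test gives p = 0.466 for the change in wildtype, so the value of 1.27 does not show an increase. For *naa20* against wildtype without DTT the fold change there is 0.725 (p = 0.306 from the authors' test).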

Since these trace elements catalyze Fenton reactions which generate hydroxyl radicals, excess of copper or iron induces oxidative stress and damages lipids, proteins, and even DNA (Lequeux et al., 2010; Thounaojam et al., 2012). In addition to the aforementioned processes which were regulated exclusively in wildtype plants, several processes involved in plant defense (e.g., against bacteria) were downregulated in wildtype and upregulated in *naa20* in response to DTT.

Whereas the wildtype response to DTT was largely conserved in *naa20*, many additional processes were perturbed in NatB depleted mutants upon reductive stress. Among the 1,878 transcripts upregulated in response to DTT in *naa20*, transcripts involved in 88 distinct biological processes were significantly enriched. Of those, 20 (23%) were similarly regulated in wildtype. The processes induced by DTT exclusively in *naa20* include the response to cadmium, the response to ROS, and the endoplasmic reticulum UPR. 

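Between the genotypes on DTT, the 18 genes listed for the endoplasmic reticulum UPR had higher signals in *naa20* than in wildtype, apart from *BIP2* (AT5G42020), whose difference near 0 changed sign with single arrays left out (median log2 difference 0.80, adjusted p = 5.96e-08 from limma's camera with Benjamini-Hochberg adjustment). A 2-fold difference was reached by 6 of them, and 15 had an adjusted p under 0.05 over all genes and 15 adjusted over the list alone. The differences ranged from 0.01 in *BIP2* to 1.44 in *BIP1* (AT5G28540), a pair of near-identical genes whose signals were in the lower range of the arrays, so that their separate values are uncertain. The 16 genes of ROS scavenging had a median of 0.21 (adjusted p = 0.25 from limma's camera), with 10 genes higher and 6 lower in *naa20*. Single members went both ways, from -0.75 in *CAT2* to 1.89 in *CAT1*, and 10 had an adjusted p under 0.05 over all genes and 11 adjusted over the list alone. With fry, this list had an adjusted p of 0.00307.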

Since cadmium triggers ROS production in plants and causes protein oxidative damage (Perez-Chaca et al., 2014), those three processes are often co-regulated. Interestingly, in *naa20* transition metal ion, transport was already upregulated under unstressed conditions and resulted in a mild accumulation of copper, zinc, and nickel (Supplementary Figure S1). Yet another process which is upregulated exclusively in *naa20* upon DTT exposure is the response to the phytohormone ethylene which regulates various aspects of UPR (Depaepe et al., 2021).

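Genes of the jasmonate and ethylene branch of defence had a median log2 difference of 0.50 between *naa20* and wildtype on DTT (14 genes, adjusted p = 0.000615 from limma's camera with Benjamini-Hochberg adjustment). Signals in *naa20* were higher for 13 of the 14 genes, and 6 were at least 2-fold higher. An adjusted p under 0.05 was reached by 7 genes over all genes and by 8 adjusted over the list alone. *LOX3* had the highest difference with 2.40 (standard error 0.24, adjusted p = 0.000362 from limma) and *VSP2* the lowest with -0.01, which changed sign with single arrays left out. Several of the 13 higher genes had a difference near 0 or signals near the lower end of the arrays. The count of higher genes therefore overstates how evenly the list was shifted. The list holds genes of both hormones, so it does not measure the response to ethylene alone.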

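All 21 genes listed for salicylic acid and NPR1-dependent defence had higher signals in *naa20* than in wildtype on DTT, with a median log2 difference of 1.94 (adjusted p = 1.36e-13 from limma's camera with Benjamini-Hochberg adjustment). A 2-fold difference was reached by 19 of these genes, and 20 had an adjusted p under 0.05, over all genes as well as adjusted over the list alone. The exception was *BGL2* with 0.25 (adjusted p = 0.409 from limma), whose signal was near the lower end of the arrays in both genotypes (2.62 ± 0.14 in *naa20* and 2.37 ± 0.43 in wildtype, SD, n = 3). Without the first wildtype array *BGL2* had a log2 difference of 0.50 (adjusted p = 0.0291 from limma). The 67 WRKY transcription factors, a family with members in defence, had a median of 0.40 (adjusted p = 0.000737 from limma's camera). In this family 44 genes were higher and 23 lower in *naa20*, 24 at least 2-fold higher and 5 at least 2-fold lower, and 46 had an adjusted p under 0.05 over all genes and 50 adjusted over the list alone. *WRKY8* was highest with 3.66 and *WRKY27* lowest with -1.30. The 20 lists tested with camera share members, 8 genes being in more than 1 of them.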

The most striking difference between the response to DTT in wildtype and *naa20* was however the extensive upregulation of plant defense mechanisms (e.g., against fungi, nematodes, viruses, bacteria, oomycetes, and insects) which was exclusive to *naa20*. Of 88 upregulated processes in *naa20*, 30 (34%) were directly involved in plant biotic stress responses. In addition, 64 processes were exclusively downregulated in *naa20* as a consequence of the DTT treatment. Those processes can be categorized as processes implicated in transport (e.g., of lipids, oligopeptides, and amino acids), the response to light (e.g., red and blue light and the regulation of photosynthesis via the organization of chloroplast and chlorophyll biosynthesis) and cell wall organization (e.g., cell wall biogenesis and loosening as well as pectin, lignin, and cellulose catabolic processes). 

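All 17 genes of light-harvesting proteins had lower signals in *naa20* than in wildtype on DTT, with a median log2 difference of -0.89 (adjusted p = 4.82e-09 from limma's camera with Benjamini-Hochberg adjustment). At least a 2-fold lower signal was found for 7 of them, and 16 had an adjusted p under 0.05 over all genes and 16 adjusted over the list alone. *LHB1B1* (AT2G34430) was lowest with -3.05 and *LHCA4* highest with -0.29, and the near-identical copies among these genes can share signal. The signals of *LHCA4* (13.80 in *naa20* and 14.09 in wildtype) lay at the top of the quantile-normalized range. There the few highest ranks set the signals, so the *LHCA4* difference and its place in the list are limited by the normalization. *LHCA4* had an adjusted p of 0.0355 from limma, of 0.0541 with the replicate number as a block, and of 0.0426 to 0.114 with each array left out in turn, where only the fit without the third *naa20* array was under 0.05. The 12 genes of chlorophyll biosynthesis were all lower in *naa20* (median -0.71, adjusted p = 4.11e-06 from limma's camera), from -1.53 in *POR C* to -0.14 in *PORA*. Of these, 3 were at least 2-fold lower, and 11 had an adjusted p under 0.05 over all genes as well as adjusted over the list alone. For *POR C*, the paper's reported fold changes in Supplementary Table S2 are 0.986 for DTT against control in wildtype and 0.32 for DTT against control in *naa20*. The expansins, which loosen cell walls, had a median of -0.44 (29 genes, 20 lower and 9 higher, adjusted p = 0.00235 from limma's camera), from -4.08 in *EXPA18* to 1.41 in *EXPA10*. Their adjusted p was under 0.05 for 15 genes over all genes and for 17 adjusted over the list alone. Among 30 xyloglucan endotransglucosylase genes, 17 were lower and 13 higher in *naa20*, while of those at least 2-fold different with an adjusted p under 0.05 in limma 5 were lower and 7 higher (median -0.16, adjusted p = 0.415 from limma's camera and 0.0259 from fry), from -3.33 in *XTH14* to 2.91 in *XTH10*. In this family 19 genes had an adjusted p under 0.05 over all genes and 23 adjusted over the list alone. *EXPA18* is also 1 of 18 genes listed for root hairs, all of which were lower in *naa20*.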

The reorganization of the cell wall was accompanied by a downregulation of developmental processes (leaf vascular tissue formation, trichome branching, and xylem development). This was well in line with a downregulation of gibberellic acid and cytokinin-mediated signaling pathways, as well as brassinosteroid biosynthesis. 

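Genes of brassinosteroid biosynthesis had a median log2 difference of 0.06 between *naa20* and wildtype on DTT, with 5 of 9 genes higher in *naa20* (adjusted p = 0.776 from limma's camera with Benjamini-Hochberg adjustment). The list ranged from -0.89 in *DWF1* to 1.41 in *BR6OX2*, and 3 genes had an adjusted p under 0.05 over all genes as well as adjusted over the list alone. Whether these genes fell upon DTT within *naa20* needs the arrays without DTT, which were not used here.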

While gibberellic acid and cytokinin stimulate plant growth, brassinosteroids in particular control the division, expansion, and differentiation of several cell types (Gupta and Chakrabarty, 2013; Oh et al., 2020).

### The Response to Reductive Stress Is Constitutively Activated in NatB Mutants

Interestingly, out of the 167 transcripts differentially expressed between wildtype and *naa20* under standard growth conditions (Huber et al., 2020), 65 (39%) belong to the group of DTT-responsive transcripts in the wildtype identified in this study (Figure 5F, Supplementary Table S2). Furthermore, the gene ontology enrichment analysis revealed that the response to oxidative stress was downregulated in *naa20* (Huber et al., 2020) and became even further depleted upon DTT treatment (Supplementary Table S3). Both findings hint toward a constitutively active reductive stress response in *naa20*. Interestingly, the expression of cytosolic chaperones was not elevated in *naa20* under standard growth conditions as would be expected for continuously stressed plants (Supplementary Table S4). 

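On DTT, the transcript of the cytosolic chaperone *HSC70-1* had a log2 signal of 12.52 ± 0.16 (SD, n = 3) in *naa20* and 12.65 ± 0.11 (SD, n = 3) in wildtype. The log2 difference of -0.13 (standard error 0.11, adjusted p = 0.437 from limma with Benjamini-Hochberg adjustment) was within the spread between arrays, and the signals of the genotypes overlapped (exact two-sided permutation test, p = 0.3). The ER-localized chaperone gene *BIP1* had a log2 signal of 4.73 ± 0.21 (SD, n = 3) in *naa20* and 3.29 ± 0.43 (SD, n = 3) in wildtype, with an adjusted p of 0.00229 from limma (standard error 0.22). Over the 6 genes listed as cytosolic chaperones the median was 0.29 (adjusted p = 0.25 from limma's camera), with 5 genes higher in *naa20*. The highest was *HSP90.1* with 2.09, the only one with an adjusted p under 0.05, over all genes and adjusted over the list alone, and its paralogs resemble it in sequence.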

Only after DTT exposure, *naa20* specifically upregulated the transcription of the cytosolic chaperone HSC70-1 (AT5G02500) and the ER-localized chaperone BIP1 (AT5G28540).

### The Cytosol of NaB Mutants Is Over-Reduced Under Standard Growth Conditions

Reductive stress reduces ROS levels to below physiological concentrations and thereby perturbs the signaling function of ROS (Xiao and Loscalzo, 2020). In order to determine whether NatB mutants suffer from constitutive reductive stress, the level of ROS was measured in the roots of wildtype and *naa20* seedlings under standard growth conditions by application of the ROS indicator H_2_DCFDA. To provide a functional proof that H_2_DCFDA can sense redox perturbation in the cytosol of intact roots, we treated seedling with a combination of the ROS indicator and either H_2_O_2_ or DTT. As expected, H_2_O_2_ caused a significant increase of H_2_DCFDA-dependent fluorescence, whereas DTT triggered decreased fluorescence when compared to control conditions (Figure 7A). Indeed, *naa20* seedlings displayed lowered ROS levels in comparison with wildtype plants (Figure 7B), indicating an over-reduction of the *naa20* cytosol under standard growth conditions. This over-reduction might explain the constitutive induction of the reductive stress response in *naa20* observed on the transcript level. Whereas this over-reduction might not be detrimental under normal circumstances, it could aggravate the protein harming effects of DTT exposure, resulting in the observed hypersensitivity of NatB depleted plants to the reductive agent.

**Figure 7:**
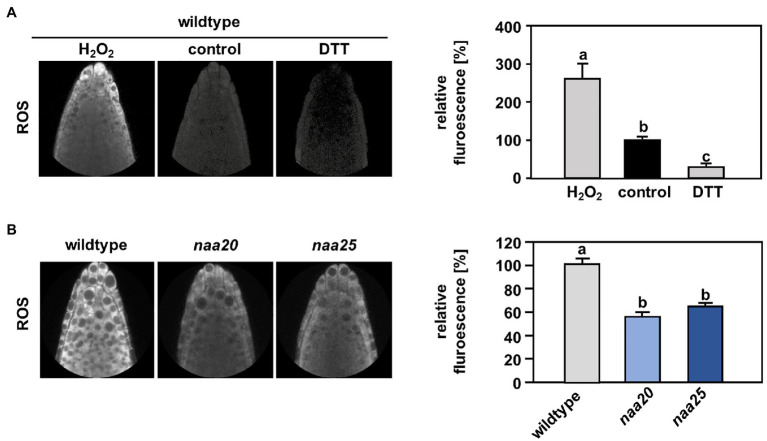
The cytosol of NatB mutants is more reduced than in the wildtype. To determine the reactive oxygen species (ROS) level in the cytosol of roots cells, wildtype seedlings were grown on ½ MS medium under short day conditions. After six days, the plants were transferred to liquid ½ MS medium supplemented with the ROS indicator H_2_DCFDA (2′,7′-dichlorodihydrofluorescein diacetate), and the ROS-triggered fluorescence intensity was determined by non-invasive confocal laser scanning microscopy as described in material and methods. **(A)** Representative images of wildtype roots treated for 30 min with water (control, 100 %) or water supplemented with either 100 mM H_2_O_2_ or 10 mM dithioerythritol (DTT). The relative ROS-triggered fluorescence upon H_2_O_2_ and DTT treatment was quantified with respect to control conditions in >5 roots. **(B)** Representative fluorescence images of roots from the wildtype and plants depleted of the catalytic (*naa20*) or the auxiliary NatB subunit (*naa25*) treated with H_2_DCFDA. The relative ROS-triggered fluorescence in *naa20* and *naa25* was quantified with respect to the wildtype in >5 roots. Data given as means ± SE. Different letters indicate individual groups identified by pairwise multiple comparisons with a Holm-Sidak, One-way ANOVA (*p* < 0.05, *n* ≥ 5).

## Discussion

While for individual proteins, NTA has been shown to affect protein turnover, folding, and subcellular localization, the overall significance of NTA is still controversially discussed (Aksnes et al., 2016). In 2011, a bioinformatic analysis revealed that cytosolic proteins are mostly N-terminally acetylated, whereas proteins passing through the ER typically harbor free N-termini. This trend was more pronounced in yeast than in humans and plants. The authors of the study concluded that in eukaryotes, NTA inhibits targeting of proteins to the ER in an evolutionary conserved manner (Forte et al., 2011). Following this rationale, a lack of NatA or NatB, which acetylate up to 60% of the plant proteome, could lead to a massive accumulation of non-acetylated cytosolic Nat substrates in the ER. Such an accumulation of mis-targeted proteins would likely result in constitutive ER stress. In this study, we investigated the consequences of NatB depletion for the ER stress response. By assessing the transcript levels of the ER stress marker *bZIP60* under standard growth conditions, we revealed that NatB mutants did not suffer from constitutive ER stress (Figures 4C,E). This finding suggests that the depletion of NatB does not result in an accumulation of mis-sorted non-acetylated NatB substrates in the ER. In addition, we identified a significant number of N-terminally acetylated putative NatA (59) and NatB (40) substrates which localize to the ER, the plasma membrane, or the secretory pathway, demonstrating that NTA does not generally inhibit ER targeting of proteins. However, we previously demonstrated that NatB depleted mutants were sensitive to diverse protein harming stresses. These findings motivated us to analyze the function of NatB during ERAD. ERAD is a consequence of protein misfolding that would lead to unshiedling of NatB-imprinted Ac/N-degron recognized by DOA10. To investigate the interplay of DOA10 and NatB in the ER stress response, seedlings were subjected to the ER stress-inducing agents DTT or tunicamycin (TM).

We found that depletion of DOA10 did not result in hypersensitivity to DTT (Figure 4A) or TM (Figure 4D). In yeast, DOA10 targets misfolded proteins in the ER for degradation via the proteasome (Bays et al., 2001; Swanson et al., 2001). In *Arabidopsis thaliana*, two DOA10 homologs termed DOA10A (AT4G34100) and DOA10B (AT4G32670) have been identified. Phylogenetic studies suggest that DOA10B is a Brassica-specific paralog which has diverged and likely neofunctionalized. Since heterologous expression of DOA10A, but not DOA10B, compensates for the loss of DOA10 function in yeast (Etherington et al., in preparation) we used DOA10A depleted plants in this study. Unless redundant enzymes with overlapping functions degrade DOA10A substrates during ER stress, our findings rule out a substantial contribution of *At*DOA10A to the degradation of proteins during ER stress and suggest a different role for DOA10A in plants. Indeed, *At*DOA10A has so far mainly been associated with the negative regulation of ABA biosynthesis in seeds (Zhao et al., 2014), the maintenance of the plant water status (Lü et al., 2012) and cuticular wax formation where it acts together with HIRD1. How the two potential ERAD-associated E3 ligases co-regulate wax biosynthesis is still under investigation (Wu et al., 2021).

Furthermore, neither NatA nor NatB depleted mutants were sensitive to ER stress induced by the N-glycosylation blocker TM (Figure 4D), excluding a substantial contribution of NatA or NatB to the ER stress response. On the contrary, NatB depleted plants were hypersensitive to the reductive agent DTT that can also induce ER stress (Figure 1). These findings suggest that NatB mutants are susceptible to alterations of the cellular redox environment rather than the accumulation of unfolded proteins during ERAD. In line with this hypothesis, NatB mutants displayed lower cytosolic ROS levels than wildtype plants under standard growth conditions indicating an over-reduction of the cytosol in NatB mutants. Also in humans, depleted ROS levels are a hallmark of pathophysiological situations (e.g., specific subtypes of Alzheimer’s disease) in which the cell becomes more reduced than in the normal, resting state (Lloret et al., 2016).

The cellular redox homeostasis is maintained by a set of non-enzymatic small molecule effectors (e.g., glutathione, ascorbic acid, or flavonoids) and electron-transferring enzymes (e.g., catalase, superoxide dismutase, or ascorbate peroxidase) which synergistically scavenge ROS (Huang et al., 2019). Both systems might contribute to the observed over-reduction of the cytosol in *naa20* seedlings. Out of the 246 enzymes directly involved in ROS metabolism (Oliveira et al., 2019), 49 (20%) are predicted NatB substrates (Supplementary Table S5). Aside from those direct candidates, any enzyme involved in the synthesis of the aforementioned non-enzymatic small molecule effectors or any transcription factor controlling the expression of the latter could contribute to the likely multifactorial over-reduction of the cytosol in *naa20*.

While it is difficult to pinpoint the cause of the redox imbalance in *naa20*, its consequences are readily observed on the transcript level. A global transcriptome analyses demonstrated that in comparison with wildtype plants, the response to ROS is downregulated in *naa20* already under normal growth conditions (Huber et al., 2020) and decreases further upon DTT treatment. In addition, the over-reduction of the cytosol in NatB mutants might explain certain striking differences between wildtype and *naa20* in the transcriptional response of NPR1-induced genes. NPR1 is a key regulator of the pathogen response and forms cytosolic oligomers stabilized through redox-sensitive intramolecular disulfide bonds. Changes in the cytosolic redox state lead to a reduction of the disulfide bonds in the NPR1 complex (Kinkema et al., 2000; Tada et al., 2008). In consequence, NPR1 monomers are released and translocated to the nucleus where they interact with basic leucine zipper transcription factors which induce the expression of a subset of genes (Blanco et al., 2005; Backer et al., 2019), including PR1 (AT2G14610), PR4 (AT3G04720), WAK1 (AT1G21250), and CRT3 (AT1G08450). 

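Among the genes discussed as induced by NPR1, *PR1* had a log2 signal of 9.17 ± 0.21 (SD, n = 3) in *naa20* and 3.01 ± 1.15 (SD, n = 3) in wildtype on DTT. The log2 difference was 6.16 (standard error 0.51, adjusted p = 0.000171 from limma with Benjamini-Hochberg adjustment) and stayed between 5.81 and 6.82 with each array left out in turn. *PR4* (AT3G04720) reached 12.28 ± 0.07 in *naa20* and 10.35 ± 0.10 in wildtype (SD, n = 3 each), a log2 difference of 1.93 (adjusted p = 2.65e-05 from limma). For *WAK1* (AT1G21250) the signals were 8.50 ± 0.08 in *naa20* and 3.99 ± 0.51 in wildtype (SD, n = 3 each), a log2 difference of 4.51 (adjusted p = 3.42e-05 from limma). *CRT3* (AT1G08450) had 8.10 ± 0.16 in *naa20* and 6.67 ± 0.11 in wildtype (SD, n = 3 each), which differ by 1.43 (adjusted p = 0.000142 from limma). The wildtype signals of *PR1* and *WAK1* were low, at percentiles 14.3 and 28.1 of all probe sets, so the size of their differences is less certain than the direction. *NPR1* itself (AT1G64280) differed by 0.55 (standard error 0.09, adjusted p = 0.00286 from limma), which is less than 2-fold. For all 5 genes each *naa20* array lay above each wildtype array. Over 13 genes listed from the paper, which names others besides, 8 had an adjusted p under 0.05 over all genes and 9 adjusted over the list alone, and since the study chose genes on these samples the second count is not independent evidence. The paper places *PR1*, *PR4*, *WAK1* and *CRT3* downstream of NPR1, whose oligomers are held together by disulfide bonds in the cytosol. From how these 4 genes responded to DTT against control conditions in each genotype, a comparison not computed here, it proposes that monomers of NPR1 formed in the mutant.

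**Figure D3:**
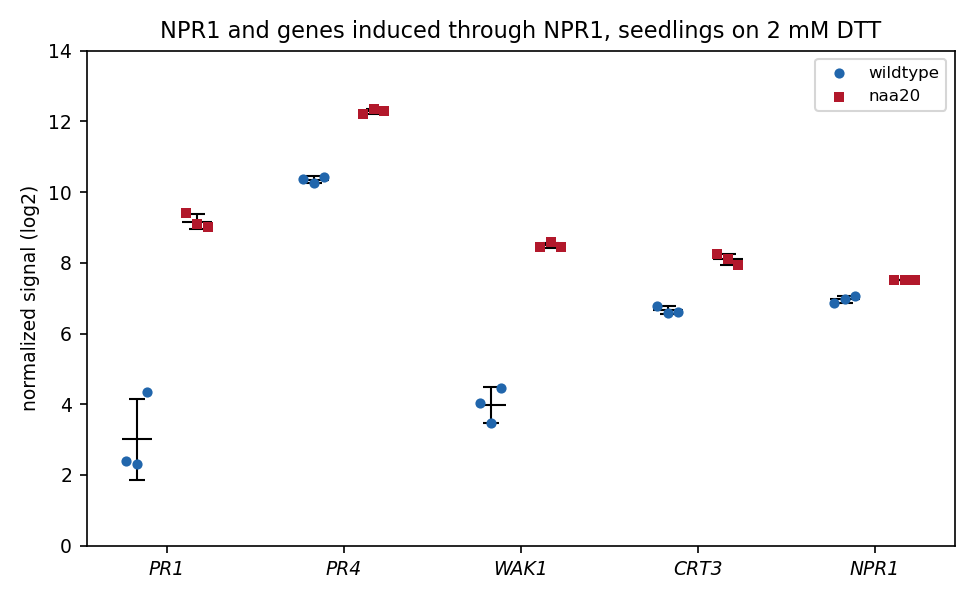
Log2 signals (y axis) of *PR1*, *PR4*, *WAK1*, *CRT3* and *NPR1* on the 3 *naa20* and 3 wildtype arrays of DTT-treated seedlings. Points are single arrays, horizontal lines the means and error bars the SD, and in each gene all *naa20* arrays lie above all wildtype arrays.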

Interestingly, the transcription levels of the aforementioned genes were unchanged in wildtype plants upon the here applied DTT concentration, while the same genes were 2.4- to 121-fold induced in *naa20*, suggesting that reductive stress-induced NPR1 monomers were only formed in *naa20*.

In summary, our results show that NatB-mediated imprinting of the proteome is vital for plants to respond to protein harming stress in the cytosol and exclude a major role of DOA10 as N-recognin for in the plant ERAD pathway.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186324, accession number PRJNA773404.

## Author Contributions

MH characterized the NatB DTT response. CD performed the global transcriptome analysis. LA evaluated the microarray data and performed the bioinformatical analysis on NatB substrates in the ER. RE performed the tunicamycin experiments. DG supervised and planned the tunicamycin experiments. MJH performed the elemental analysis of wildtype and *naa20*. MW and RH conceived and directed the study. MW and LA wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

Research at Heidelberg was funded by the German Research Council (DFG) via the Collaborative Research Centre 1036 (TP 13 to RH and MW), and the ERA-CAPS Research network “KatNat” (WI 3560/4-1 for MW). Research at Birmingham was funded by the Biotechnology and Biological Sciences Research Council (grant number: BB/M020568/1) and a European Research Council Starting Grant (715441-GasPlaNt) to DG. Rothamsted Research receives grant-aided support from the Biotechnology and Biological Sciences Research Council (BBSRC) through the Designing Future Wheat programme [BB/P016855/1].

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Disruption of the Nα-Acetyltransferase NatB Causes Sensitivity to Reductive Stress in Arabidopsis thaliana
**Source:** Front Plant Sci. 2022 Jan 3;12:799954. doi: 10.3389/fpls.2021.799954
**Supplement:** Supplementary file 1

## Supplemental Figures Huber et al., 2021

A

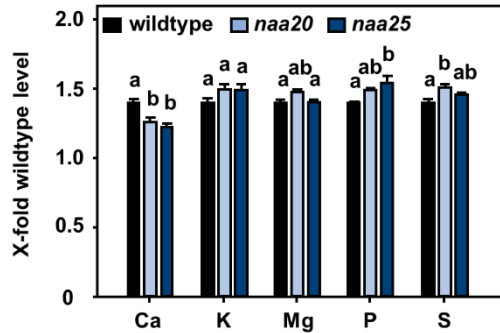

B

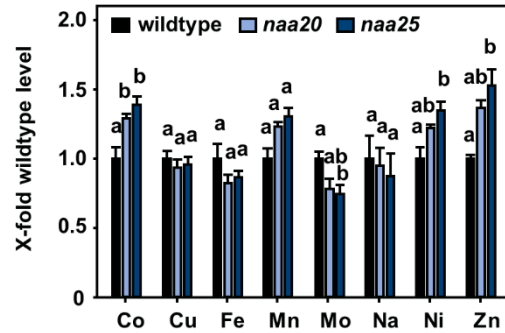

**Supplemental Figure 1: Multi-element analysis of rosette leaves reveals disparities between *NatB* mutants and wildtype plants.** Rosette leaves of six-week-old plants grown on soil under short day conditions were dried for four days at 80 °C. Afterwards the leaf material was ground and elements were extracted. The quantification was performed by ICP-AES. **A)** Macroelements. **(B)** Microelements. Data given as means  $\pm$  SE. Different letters indicate individual groups identified by pairwise multiple comparisons with a Holm-Sidak, One-way ANOVA ( $p < 0.05$ ,  $n \geq 3$ ).

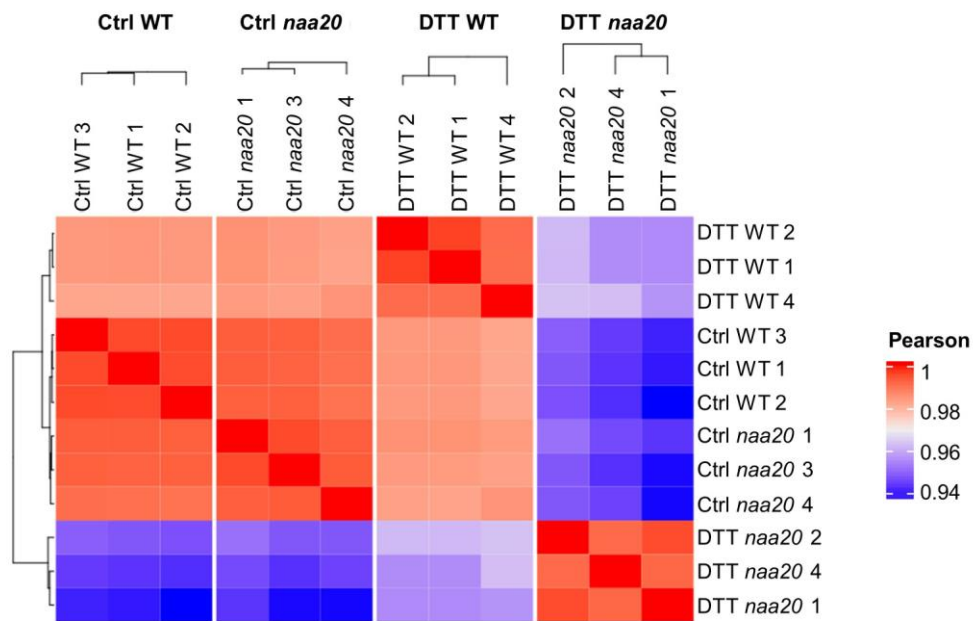

**Supplemental Figure 2: Cluster analysis of transcriptome data by Pearson correlation.**

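For the DTT-treated arrays, Pearson's r of the log2 signals across all 27827 probe sets lay between 0.991 and 0.995 for pairs of *naa20* arrays and between 0.991 and 0.996 for pairs of wildtype arrays. Between the genotypes, r lay between 0.955 and 0.963 over 9 pairs of arrays. These correlations are across genes, and genes are not independent replicates. Without the 25% of genes with the lowest mean signal the median between the genotypes was 0.915.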

Pearson correlation heatmap illustrating the cluster analysis of transcriptome data derived from DTT-treated and non-treated (Ctrl) wildtype (WT) and NatB depleted mutants (*naa20*). The correlation heatmap was created using the complexHeatmap package vers. 2.8.0 as described in Gu et al. (2016). Total RNA was extracted from four individual plants per condition. Based on mRNA integrity and purity, three samples were selected for transcriptome analysis (n=3).

#### **Supplemental Reference:**

**Gu, Z., Eils, R., and Schlesner, M. (2016).** Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinformatics* **32**, 2847-2849.

How the deposited data were processed for this re-analysis (not part of the article)

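RNA of 17-day-old wildtype and *naa20* seedlings grown with 2 mM DTT was measured on Affymetrix Arabidopsis Gene 1.0 ST arrays, with 3 arrays per genotype. The authors deposited log2 signals of 27827 probe sets after RMA background correction and quantile normalization, annotated with custom CDF version 16 and TAIR gene definitions. The paper's methods name JMP Genomics 6 for the authors' own statistics. Whether the authors normalized these arrays together with the arrays without DTT is not stated in the paper's text. The sorted values of all 6 arrays are the same (minimum 1.75, median 6.12, maximum 14.6 on the log2 scale), as quantile normalization leaves them. No scanner files were used, so background and detection per probe could not be examined, and the number of arrays limits the precision.

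Of the probe sets, 27720 are of nuclear, 15 of chloroplast and 92 of mitochondrial genes. A table of gene names was given for 27241 of them, and the other 586 keep their locus. The table of names was used for names, gene types and gene lengths only.

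The signals were taken as deposited, without further normalization or filter. The 3 *naa20* and 3 wildtype arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), with Benjamini-Hochberg adjustment over all 27827 probe sets. A gene passed the threshold at an adjusted p under 0.05 and at least a 2-fold difference. Single values of genes were also compared by an exact two-sided permutation test, which cannot go below 0.1 with 3 arrays against 3. Differences are *naa20* minus wildtype throughout. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

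The genes given by name are 13 listed from the paper, which does not cover each gene it names, the 5 genes with the largest positive and the 5 with the largest negative difference among those past the threshold whose arrays separate the genotypes, and the genes with the highest and the lowest difference in each list. *IRT1*, *RHD6*, *RSL1*, *RSL2* and *RSL4* were named after their values were seen. The lists of genes for processes of the study, and the gene families found by their symbols, were written before the data were examined, as were the comparisons, the thresholds and the alternatives, apart from the use of all listed loci and the settings for the lists of root and clock genes. A listed gene entered only where the table of names pairs its locus with the listed symbol, which held for 163 of 174 listed genes. The genes listed from the paper were used by locus whether or not the table gives their symbol. Lists were tested with camera (preset correlation 0.01, two-sided, Benjamini-Hochberg over 20 lists), with fry and with camera's estimated correlation as alternatives. In no list did the median, the mean and the direction of the test differ in sign. Lists of root hair genes, of root endodermis and suberin genes, of root stele and transport genes, and of morning and evening clock genes were written after the genes with the largest differences had been seen and before these lists were compared. They were compared with 10000 random lists, those of root genes matched on mean signal in 50 bins, and the root lists with each other by a permutation test of 100000 resamples.

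Whether equal replicate numbers pair the arrays was checked by the correlation, across genes, of deviations from the genotype means. It was 0.176 for the first, 0.19 for the second and 0.385 for the third arrays of the genotypes, all over the limit of 0.1, so by this limit the numbers pair the arrays. The reported values are from the fit without the pairing, and the replicate number entered as a block only in an alternative for the counts of genes, the named genes, the tests of the lists and the medians of the root and clock lists, not for the number of members past a threshold within a list. The first *naa20* and second wildtype arrays had 0.174, and the second *naa20* and first wildtype arrays 0.145, so the pairing rests mainly on the third arrays. Neither the labels nor the paper says what a number shares.

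The comparison was tested on simulated data with the means and spread of the 27827 probe sets. Of 200 genes given a known change, 191 (95.5%) were recovered, all in the right direction, and 0 unchanged genes were called. Camera called a shifted list and did not call a list without a shift. The simulated genes varied independently of each other, and every given change was past the 2-fold threshold. The simulation therefore tests neither camera's preset correlation nor smaller changes.

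The alternatives were trend and robust moderation, ordinary variance per gene, a further quantile normalization, centring on array medians, leaving out the 25% of genes with the lowest mean signal, array weights, the replicate number as a block, unadjusted p, no fold threshold, and leaving out each array in turn. The fold changes of the authors' Supplementary Table S2 were set against the differences computed here over the 767 loci of the table that could be read (AT1G01010 to AT1G08040). The table heads this comparison as wildtype against *naa20*, and its values are *naa20* over wildtype. Pearson's r across these genes was 1, and the largest absolute difference was 3.5e-05 on the log2 scale.

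The share of predicted NatB substrates was planned and not run, because no protein sequences were given. A list of ribosomal protein genes was not run. Effects of DTT within a genotype, and their difference between genotypes, were not computed because the arrays without DTT were not analysed here.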

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

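The lists of root hair and other root genes were written after the genes with the largest differences had been seen, and every alternative setting for them was added at that point. The test of green tissue for chloroplast-encoded genes was chosen after the result was seen.

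Root hair genes were lower in *naa20* than in wildtype on DTT, a process the paper's text does not discuss. Over 18 genes the median log2 difference was -2.005 (all 18 lower, 14 of them at least 2-fold with an adjusted p under 0.05 in limma after Benjamini-Hochberg adjustment), from -4.08 in *EXPA18* to -0.43 in *LRX2*. Leaving out each array in turn kept the median between -2.15 and -1.92. None of 10000 random lists matched on mean signal had a median as low (0 of 10000), which argues against normalization or signal level. Extensin paralogs that share signal do not account for the pattern either, since the 12 genes outside the extensin, proline-rich and arabinogalactan families (and without *RHS13*) had a median of -1.83, with all 12 lower and 9 past the threshold. A smaller share of root tissue in the mutant seedlings stays open. The 22 genes of root endodermis, suberin, stele and transport had a median of -1.09, with 21 lower, and ranged from -2.44 in *PER64* to 0.01 in *SHR*. Their median and that of the root hair genes did not differ past the threshold (permutation test over genes, two-sided, p = 0.07), so a smaller root share and a change in root hairs cannot be told apart, and genes of a list are not independent of each other. A loss or arrest of root hair formation stays open as well. Of 4 regulators of hair growth, *RHD6* (-1.10) and *RSL4* (-1.78) were past the 2-fold threshold, and this count of 2 is under the 3 set as the limit in advance. All 4, with *RSL2* at -0.64 and *RSL1* at -0.72, had an adjusted p under 0.05, but a smaller root share would lower them too, and their signals were low. Whether the root share or root hairs of the seedlings differed was not measured.

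Chloroplast-encoded genes, which the paper does not discuss, had a median log2 difference of -0.35 (15 genes, 11 lower and 2 higher in *naa20* and 2 equal, none at least 2-fold; adjusted p = 0.0030 from limma's camera, and 0.177 with an estimated correlation). At an adjusted p under 0.05 in limma 7 genes differed over all genes and 8 adjusted over the list alone, the lowest being ATCG00240 with -0.77. Another 7 genes, the 2 equal ones included, lay at the top of the quantile-normalized range, where the few highest ranks set the signals, so their differences and the median of the list are limited by the normalization. The gene at the median of the list (9.18 in *naa20* and 9.53 in wildtype) had nearly the same signals as a mitochondrial probe set. These could share signal between the organelle lists. Of 10000 random lists matched on mean signal 198 had a median as low, but the matching does not extend to the highest ranks, so normalization or signal level stays open. Random lists do not carry the correlation among chloroplast transcripts, so this number understates how often chance gives such a median. A smaller share of green shoot tissue would raise root genes, and 4.55% of the 22 other root genes were higher in *naa20*. Those root genes were lower for a reason left open, which could hide such a rise, so the share of green tissue stays open.

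Mitochondrion-encoded genes, also not discussed in the paper, had a median log2 difference of 0.16 (92 genes, 73 higher and 19 lower in *naa20*, none at least 2-fold; adjusted p = 0.000335 from limma's camera, and 0.281 with an estimated correlation). At an adjusted p under 0.05 in limma 33 genes differed over all genes and 34 adjusted over the list alone, from -0.81 in ATMG00380 to 0.71 in ATMG00250. ATMG00250 had an adjusted p between 0.00691 and 0.0663 from limma with each array left out in turn, over 0.05 without the first *naa20*, the second wildtype or the third wildtype array. Of 10000 random lists matched on mean signal 14 had a median as high, which argues against signal level, with the same limit on shared variation. A change in organelle transcription stays open for both organelles and was not tested.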

How the results depend on the processing

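The lists of root and clock genes, and the use of all listed loci in the gene lists, were added after the data had been seen; the other alternatives were set before the data were examined.

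The number of genes that differed on DTT (2760, with 1378 higher and 1382 lower in *naa20*) lay between 2481 and 2897 under each alternative with a 2-fold threshold. Without a fold threshold it was 9447 (4611 higher and 4836 lower), because smaller differences then count. With array weights 2863 genes were called, 2691 of them among the 2760, and with ordinary variance per gene 2481, all among the 2760. The replicate number as a block gave 2809 genes, 2757 of them among the 2760, and changed no call of a list. Among named genes it took *LHCA4* past the threshold of 0.05 (adjusted p = 0.0541 from limma with Benjamini-Hochberg adjustment) and brought *FLS1* and *SAG29* below it, and it changed no other call. A further quantile normalization and centring on medians moved nothing, since the arrays already share the same values, and so say nothing about stability.

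Of 57 named genes, 43 kept their direction and their side of an adjusted p of 0.05 under every alternative. Among 737 values, 13 lost and 9 gained the threshold, and 16 had the other sign, all of them in genes with an adjusted p over 0.05 in the reported fit. With an array left out, the log2 difference lay between -0.18 and 0.25 in *BIP2*, -0.10 and 0.068 in *VSP2*, -0.087 and 0.15 in *OPT3*, -0.00114 and 0.0472 in *DOA10B*, -0.32 and 1.82 in *BGLU28*, which turned negative without the third *naa20* array, and -1.44 and 0.18 in *SAG29*, which turned positive without the third wildtype array. Array weights gave -0.0693 for *BIP2* and 0.0609 for *VSP2*. *LHCA4* lost it in 5 of 6 fits with an array left out (adjusted p 0.0426 to 0.114 from limma), *PAP1* with ordinary variance (0.0865) and without the first (0.0551) or second wildtype array (0.0505), and ATMG00250 with ordinary variance (0.0919) and in 3 fits with an array left out (at most 0.0663). *BGL2* gained it without the first wildtype array (0.0291), *SUS4* with trend and robust moderation, with array weights and without the third *naa20* array, ATCG00020 with ordinary variance, and *PP2A* with trend and robust moderation and with array weights. Beyond the smaller number of arrays in some fits, the cause was not tested.

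Among the 20 lists, the estimated correlation changed the most calls. With it, camera's adjusted p was 0.105 for salicylic acid and NPR1 defence, 0.148 for tau and phi glutathione S-transferases, 0.159 for each of the ER unfolded protein response, light-harvesting proteins, leaf senescence and expansins, 0.177 for each of jasmonate and ethylene defence, chlorophyll biosynthesis, WRKY transcription factors, auxin SAUR and Aux/IAA genes and chloroplast-encoded genes, 0.277 for iron and copper homeostasis, 0.281 for mitochondrion-encoded genes and 0.347 for the hypoxia response. Correlations estimated from 6 arrays are imprecise, and the cause was not tested. All 14 lists stayed under 0.05 with fry, the filter on dim genes, array weights and all listed loci. With fry, ROS scavenging had an adjusted p of 0.00307 and xyloglucan endotransglucosylases 0.0259; the cause was not tested. With an array left out, the adjusted p of the hypoxia response lay between 0.00173 and 0.114, the highest without the third *naa20* array, and that of flavonoid biosynthesis between 0.0254 and 0.921, the lowest without the third wildtype array. No other list changed its call with an array left out.

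Without the 25% of genes with the lowest mean signal, the median Pearson's r was 0.985 within *naa20*, 0.985 (0.9845) within wildtype and 0.915 (0.9145) between the genotypes, since dim and bright genes no longer span the range. The correlation with the fold changes of Supplementary Table S2 lay between 0.986 and 0.994 with an array left out, since those fold changes come from all arrays. The medians of the lists of root and clock genes kept their sign under every alternative tried. With an array left out, that of morning clock genes lay between -0.73 and -0.21, and that of root stele and transport genes between -1.33 and -0.86.

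The alternatives for the share of predicted NatB substrates were not run, as the share itself was not. Scanner files, which hold the background per probe, were not used, so for genes in the lower range of the signals, such as *PR1*, *WAK1* and *BIP1* in wildtype, the size of a difference is less certain than its direction.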

Differences from the paper's values

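The paper's fold changes of *NAA20*, *FRO2* and *POR C* between the genotypes on DTT differed from those computed here by less than the spread between arrays. The table holds 27827 probe sets, 1 more than the number of transcripts in the paper's text. The paper's counts of regulated transcripts compare DTT with control conditions and have no counterpart here.

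The paper states that *naa20* specifically raised *HSC70-1* transcription after DTT exposure. On DTT, its log2 difference between *naa20* and wildtype was -0.13 (adjusted p = 0.437 from limma with Benjamini-Hochberg adjustment), and no alternative brought it past the threshold. The paper also states that brassinosteroid biosynthesis was reduced in *naa20* upon DTT. The median log2 difference of its genes between the genotypes on DTT was 0.06, with 5 of 9 genes higher in *naa20* (adjusted p = 0.776 from limma's camera), and no alternative brought the list past the threshold. Both statements compare DTT with control conditions, for which the arrays were not analysed here, so these values do not test them directly.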

Other observations

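Of the tests in this part, the count of other splits of the arrays and the search for swapped labels were chosen after the results were seen, and the lists of clock genes were written after the genes with the largest differences had been seen.

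The arrays can be split into 2 groups of 3 in 10 ways. The real split gave 2760 genes past the threshold in limma and each other split 0, with at most 995 genes at an unadjusted p under 0.05 where the real split had 11939. So 1 of 10 gave as many. With 10 splits the share cannot go below 0.1, so this count alone cannot exclude chance. The other 3 splits that part all 3 replicate pairs also gave 0; they mix the genotypes, so that the difference between genotypes adds to their spread. A swap of labels between the genotypes is argued against by the correlations, since the highest between arrays of different genotypes was 0.963 and the lowest within a genotype 0.991, and by the *NAA20* signals, which separate the genotypes.

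The third arrays of both genotypes deviated from their genotype means together (r = 0.385 across genes). A candidate explanation is a harvest at another time of day. The deviations of 6 morning clock genes minus those of 6 evening clock genes had a difference of medians of -0.41 on the third *naa20* array and -0.50 on the third wildtype array, and 3 and 4 of 10000 random pairs of lists were as far apart. The random lists were not matched on variance, and clock genes vary more than most, so these numbers overstate the evidence. No harvest time is given, so it remains a hypothesis. Bias by gene length is argued against, since Spearman's correlation of the deviation with gene length was -0.000162 in wildtype and -0.00352 in *naa20*. The correlation with mean signal (0.00367 in wildtype) is held near 0 by quantile normalization, so signal-level bias stays open. Between the genotypes, the morning clock genes had a median log2 difference of -0.43 and the evening clock genes 0.30, none of them at least 2-fold. The morning median depends on single arrays, with -0.21 without the third *naa20* array, -0.29 without the second and -0.73 without the third wildtype array.

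The light-harvesting and chlorophyll biosynthesis genes were lower in *naa20*. A smaller share of green shoot tissue alone would raise root genes, and 4.55% of the 22 genes of root endodermis, suberin, stele and transport were higher in *naa20*. Those root genes were lower for a reason left open, which could hide such a rise. The share of green tissue therefore stays open too. A change in light-responsive transcription stays open and was not tested, and the time of day stays open as well. The paper describes chlorosis of *naa20* seedlings on DTT, with a larger loss of chlorophyll than in wildtype, in a separate growth experiment. Whether the lower signals of these genes go with that chlorosis was not tested here.

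Among genes the paper names for other experiments, *BZIP60* (AT1G42990) had a log2 difference of 1.34 (adjusted p = 0.000144 from limma with Benjamini-Hochberg adjustment). *DOA10A* (AT4G34100) differed by -0.13 (adjusted p = 0.369 from limma) and *DOA10B* (AT4G32670) by 0.02 (adjusted p = 0.858 from limma), which fell to -0.00114 without the first *naa20* array. *PP2A* (AT1G69960) differed by 0.26 (adjusted p = 0.0716 from limma, 0.0393 with trend and robust moderation and 0.0402 with array weights).

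The 9 genes of leaf senescence had a median log2 difference of 0.95 (8 higher, 6 with an adjusted p under 0.05 over all genes and 6 adjusted over the list alone; adjusted p = 0.000858 from limma's camera), from -0.60 in *SAG29* (adjusted p under 0.05 from limma only with the replicate block, 0.0123, and a difference of 0.18 without the third wildtype array) to 6.04 in *SAG13*. The 10 genes of the sulfur deficiency response had a median of 0.42 (8 higher, 1 with an adjusted p under 0.05 over all genes and 1 adjusted over the list alone; adjusted p = 0.349 from limma's camera), from -0.91 in *SULTR1;1* to 1.08 in *BGLU28*, which was -0.32 without the third *naa20* array.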
